# Transcriptomic and metabolomic analysis provides insights into anthocyanin and procyanidin accumulation in pear

**DOI:** 10.1186/s12870-020-02344-0

**Published:** 2020-03-27

**Authors:** Zhen Zhang, Changping Tian, Ya Zhang, Chenzhiyu Li, Xi Li, Qiang Yu, Shuo Wang, Xinyu Wang, Xuesen Chen, Shouqian Feng

**Keywords:** Pear, Anthocyanin, Procyanidin, Metabolome and transcriptome analyses, *PcGSTF12*, *PcMYB114*

## Abstract

**Background:**

Pear is one of the most important fruit crops worldwide. Anthocyanins and procyanidins (PAs) are important secondary metabolites that affect the appearance and nutritive quality of pear. However, few studies have focused on the molecular mechanism underlying anthocyanin and PA accumulation in pear.

**Results:**

We conducted metabolome and transcriptome analyses to identify candidate genes involved in anthocyanin and PA accumulation in young fruits of the pear cultivar ‘Clapp Favorite’ (CF) and its red mutation cultivar ‘Red Clapp Favorite’ (RCF). Gene–metabolite correlation analyses revealed a ‘core set’ of 20 genes that were strongly correlated with 10 anthocyanin and seven PA metabolites. Of these, *PcGSTF12* was confirmed to be involved in anthocyanin and PA accumulation by complementation of the *tt19–7 Arabidopsis* mutant. Interestingly, *PcGSTF12* was found to be responsible for the accumulation of procyanidin A3, but not petunidin 3, 5-diglucoside, opposite to the function of AtGSTs in *Arabidopsis*. Transformation with *PcGSTF12* greatly promoted or repressed genes involved in anthocyanin and PA biosynthesis, regulation, and transport. Electrophoretic mobility shift and luciferase reporter assays confirmed positive regulation of *PcGSTF12* by PcMYB114.

**Conclusion:**

These findings identify a core set of genes for anthocyanin and PA accumulation in pear. Of these, *PcGSTF12*, was confirmed to be involved in anthocyanin and PA accumulation. Our results also identified an important anthocyanin and PA regulation node comprising two core genes, *PcGSTF12* and *PcMYB114*. These results provide novel insights into anthocyanin and PA accumulation in pear and represent a valuable data set to guide future functional studies and pear breeding.

## Background

Pear is an important fruit for human consumption, and its total global production is ranked third after grape and apple [1]. Pear is cultivated commercially in 76 countries or regions worldwide [2], among which China is the world’s leading pear producer. In 2017, China produced 16.4 million tons (Mt) of pear fruits, accounting for 68% of global pear production (24.2 Mt) (FAOSTAT, 2017).

Pears are a good source of anthocyanin and procyanidin (PA) metabolites. To date, five anthocyanins (cyanidin 3-galactoside, cyanidin 3-glucoside, cyanidin 3-arabinoside, peonidin 3-galactoside, and peonidin 3-glucoside) and two PAs (procyanidin B1 and procyanidin B2) have been identified in the red pear cultivars ‘D’Anjou’ [3] and ‘Red Zaosu’ [4]. Anthocyanins and PAs are abundant in the skin of pear fruits, they contribute to their color, taste, and nutrition [5].

The anthocyanin and PA biosynthesis pathways have been well characterized in plants. Anthocyanin and PA are initially biosynthesized from phenylalanine, and share most steps in the flavonoid biosynthetic pathway. They are biosynthesized in the cytosol by enzymes including phenylalanine ammonia lyase (PAL), chalcone isomerase (CHI), chalcone synthase (CHS), flavonoid 3-hydroxylase (F3H), and dihydroflavonol reductase (DFR) [6]. Leucoanthocyanidins and anthocyanidins are two important branch points between the anthocyanin and PA biosynthesis pathways. Downstream of these branch points, anthocyanins are synthesized by anthocyanidin synthase (ANS) and UDP-glucose flavonoid 3-Oglucosyl transferase (UFGT), and PAs are synthesized by leucoanthocyanidin reductase (LAR) and anthocyanidin reductase (ANR) [7, 8]. O-methyltransferase (OMT) and glycosyltransferase (GT) are responsible for the elaboration of diverse anthocyanins and PAs [9, 10]. After anthocyanins and PAs are synthesized in the cytosol, they are transported to their final destination, the vacuole. Some glutathione S-transferases (GSTs) and multidrug and toxic compound extrusion proteins (MATEs) are believed to function as anthocyanin and PA carrier proteins to sequester them into vacuoles [11].

The molecular mechanism underlying anthocyanin and PA accumulation has been extensively studied in numerous plants. Many anthocyanin and PA structural genes and their upstream regulators have been identified and characterized. Of these, R2R3-MYB TFs play key roles in controlling anthocyanin and PA accumulation by acting together with bHLH and WD40 proteins to regulate structural genes. Genes encoding R2R3-MYB TFs that contribute to anthocyanin accumulation include *MdMYB1* in apple, *PyMYB10* and *PyMYB114* in pear, and *VvMYBA1* in grape [12–15]. Some R2R3-MYB TFs regulate both anthocyanins and PAs, including *VvMYB5a* and *VvMYB5b* in grape, *MdMYB9* and *MdMYB11* in apple, *PbMYB10b* and *PbMYB9* in pear, and *PpMYB18* in peach [4, 16–19]. Other R2R3-MYB TFs are related only to the regulation of PAs, including *VvMYBPA1* in grape and *PpMYBPA1* in peach [16, 20]. In addition, other TFs such as AUX and ERF also regulate anthocyanin or PA biosynthesis by directly or indirectly interacting with R2R3-MYB TFs and structural genes [21, 22].

Recent technical advancements in transcriptome and metabolome analyses have provided effective ways to identify new genes and metabolites, and to elucidate complex secondary metabolic bioprocesses in plants. In fig (*Ficus carica* L.), integrated transcriptome and metabolome analyses have revealed genes in flavonoid and anthocyanin pathways that show differential expression between purple- and green-skinned cultivars [23]. Another study using combined transcriptome and metabolome datasets successfully constructed expression–anthocyanin metabolite networks in potato [24]. Recently, seven flavonoid metabolites and six genes were identified as candidates associated with the pigmentation of the red-fleshed and green-fleshed cultivars of *Actinidia arguta* [25].

Red pears have high nutritional and economic value because they are rich in anthocyanins and PAs. Therefore, studies on the regulation of anthocyanins and PAs are of great interest for the improvement of anthocyanin and PA production in pears. Considering the large number of anthocyanins and PAs, the molecular mechanisms of their biosynthesis and embellishment in pear might be more complex than expected. Bud mutation is an important method of selecting new red pear varieties. Red mutations are ideal materials to study the molecular mechanism of anthocyanin and PA accumulation because of their highly similar genetic backgrounds [13]. In the present study, we carried out metabolome and transcriptome analyses to identify candidate genes involved in anthocyanin and PA accumulation in pear using the young fruits of ‘CF’ and its red mutant ‘RCF’. Correlation analyses between differentially expressed genes (DEGs) and anthocyanins/PAs revealed 203 candidate genes for the accumulation of 10 anthocyanins and seven PAs in pear. Of these, 20 genes were strongly correlated with all 10 anthocyanins and seven PAs. Thus, they seemed to be the core candidate genes related to anthocyanin and PA accumulation in pear. The *GST* gene *PcGSTF12* was correlated with most anthocyanin and PA metabolites. *PcGSTF12* was confirmed to play an important role in anthocyanin and PA accumulation in pear by functional complementation analyses. In addition, *PcGSTF12* was found to be directly and positively regulated by PcMYB114, a well-known TF regulating anthocyanin accumulation in pear. These results greatly extend our knowledge of the molecular mechanism of anthocyanin/PA accumulation in pear.

## Results

### Anthocyanin and PA profiles of ‘CF’ and its red mutant ‘RCF’

Except for skin color, no significant morphological differences were observed between the fruits of ‘CF’ and its red mutant ‘RCF’. The young fruits of both ‘CF’ and ‘RCF’ initially had a deep green appearance. The color difference between ‘CF’ and ‘RCF’ became visible from about 5 days after full bloom (DAFB). The ‘RCF’ fruits quickly turned dark red, and retained their strong color until maturity. In contrast, the fruits of ‘CF’ only developed a slight red blush on the sun-exposed surface (Fig. 1a).

**Fig. 1:**
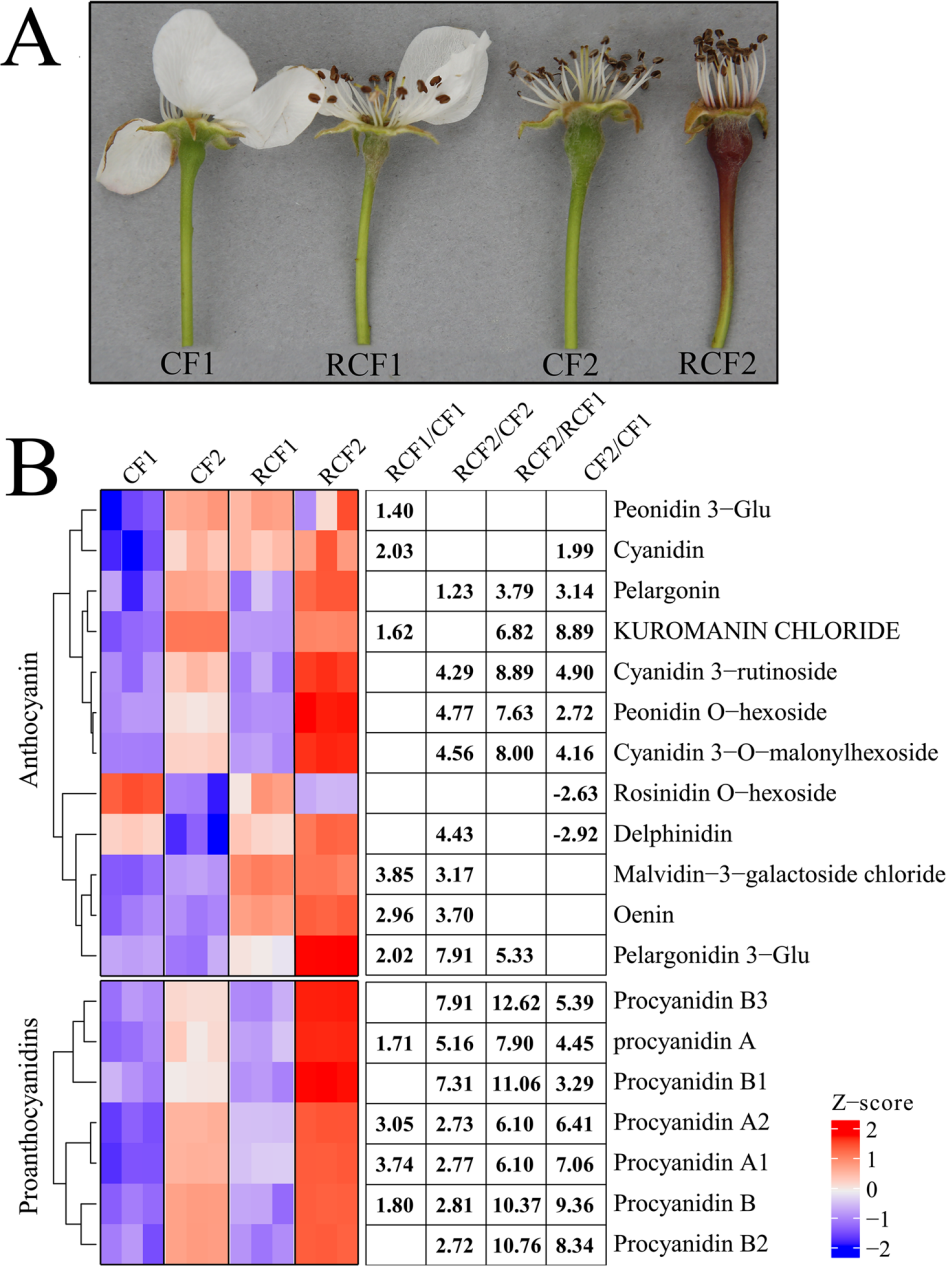
Changes in pigment (anthocyanins and procyanidins; PAs) contents in ‘CF’ and ‘RCF’. **a** Changes in fruit pigmentation of ‘CF’ and ‘RCF’. **b** Concentrations of anthocyanins and PAs in peel of ‘CF’ and ‘RCF’. ‘CF1’ and ‘RCF1’ refer to fruits of ‘CF’ and ‘RCF’ collected at 2 days after full bloom (DAFB), respectively, ‘CF2’ and ‘RCF2’ refer to fruits of ‘CF’ and ‘RCF’ collected at 5 DAFB, respectively. Numbers refer to -fold change in metabolite contents

We identified and quantified the individual anthocyanins and PAs in ‘CF’ and its red mutant ‘RCF’. We identified and quantified 12 anthocyanins and seven PAs from ‘CF1’, ‘RCF1’, ‘CF2’, and ‘RCF2’. The anthocyanin metabolites included pelargonin, cyanidin 3-rutinoside, pelargonidin 3-Glu, malvidin-3-galactoside chloride, cyanidin 3-O-malonylhexoside, oenin, delphinidin, peonidin O-hexoside, cyanidin, and rosinidin O-hexoside; and the PAs included procyanidin A, procyanidin B3, procyanidin B, procyanidin A1, and procyanidin A2, which were all detected for the first time in pear. As shown in Fig. 1b, most anthocyanins and PAs were significantly up-regulated in ‘RCF’ compared with ‘CF’. The levels of anthocyanins and PAs in ‘CF’ and ‘RCF’ were initially low and then sharply increased during fruit coloration, except for delphinidin and rosinidin O-hexoside (Fig. 1b). These patterns of pigment accumulation were consistent with the strikingly different fruit color phenotypes of ‘RCF’ and ‘CF’.

The thresholds for significant differences in metabolite levels between the two cultivars were variable importance in projection (VIP) value ≥1 and | log2(fold change) | ≥ 1. Against these criteria, six, eight, six, and eight anthocyanin metabolites, and four, seven, seven, and seven PA metabolites were significantly differentially accumulated in the four comparison groups: ‘RCF1’ vs. ‘CF1’, ‘RCF2’ vs. ‘CF2’, ‘RCF2’ vs. ‘RCF1’, and ‘CF2’ vs. ‘CF1’, respectively (Supplementary Table S1). Therefore, these anthocyanins and PAs were selected for further metabolite and transcript correlation analyses.

### Transcriptome analysis

The RNA-seq process yielded 95.6 G clean bases and 637 million clean reads. 

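The libraries were made from the skins of young fruits, pooled from 100 fruits per replicate, of ‘CF’ and of its red sport ‘RCF’. There were 3 replicates of each cultivar at 2 DAFB (‘CF1’ and ‘RCF1’) and 3 at 5 DAFB (‘CF2’ and ‘RCF2’), 12 libraries in all. The authors deposited 1 table with an FPKM value (fragments mapped to a gene, scaled to its length and to the mapped fragments of the library) for each of 42760 genes in each library. The table lists genes by PCP identifiers, with their scaffold, start and end and the name of a protein domain, and 7766 genes are at 0 in all libraries. It names no genome build, and the text of the paper does not name the aligner or the program that counted the fragments. FPKM is already scaled by the authors to the mapped fragments of each library, so depth enters only through its precision at low values. The clean reads per library in Table S2 of the paper ranged from 41932730 to 55710414 in ‘CF1’ (median 45892224), from 46250076 to 53787798 in ‘RCF1’ (median 47158560), from 63488326 to 66109818 in ‘CF2’ (median 65685664) and from 46169880 to 55166864 in ‘RCF2’ (median 49656748). The lowest values of a gene rise in steps worth 1 fragment, and comparing these steps between libraries put the depth of ‘CF1’ replicate 1, the shallowest library, at 0.63 of that of ‘CF2’ replicate 1, as do the mapped reads of Table S2. The sum of FPKM over all genes was similar between libraries, with medians of 630542 in ‘CF1’, 607404 in ‘RCF1’, 587256 in ‘CF2’ and 578997 in ‘RCF2’.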

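Groups were compared on log2(FPKM + 1), without further normalization, with limma (lmFit and eBayes with a mean-variance trend, two-sided). Each comparison used only the 6 libraries of its groups and covered the 25707 genes with an FPKM of at least 1 in at least 3 libraries. Fold changes are therefore on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. The Methods of the paper name the DESeq package, which takes read counts and was not used here. Its thresholds were kept, so that a gene was called a DEG at an unadjusted P under 0.05 and an absolute log2 fold change of at least 1, and the number of calls with a Benjamini-Hochberg adjusted P under 0.05 is given beside. For a single gene, an exact permutation test of 3 libraries against 3 cannot give a P below 0.1, and the groups of 10% of genes do not overlap by chance. Across genes, which are not independent replicates, Pearson's r of log2(FPKM + 1) was 0.844 and 0.911 between ‘CF1’ replicate 3 and the other replicates of ‘CF1’, and between 0.964 and 0.991 for all other pairs of replicates. With the libraries of ‘RCF1’, ‘CF1’ replicate 2 correlated at 0.97 to 0.973, more than with the other replicates of ‘CF1’. In ‘CF1’ replicate 3, 4736 genes lay more than 1 log2 unit from the mean of the other replicates of the group, against 3398 in ‘CF1’ replicate 2, 890 in ‘CF1’ replicate 1 and between 69 and 251 in the libraries of the other groups. Several results that depend on ‘CF1’ replicate 3 are given with and without it. The genes called between cultivars at both stages are given only with it.

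**Figure D1:**
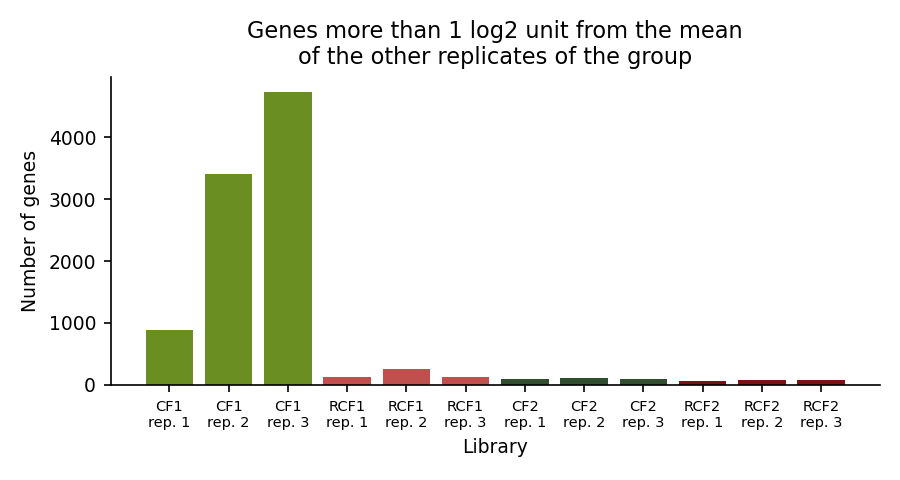
The bars give, for each of the 12 libraries on the x axis, the number of tested genes whose log2(FPKM + 1) differed by more than 1 from the mean of the other replicates of the same group. The bars of ‘CF1’ replicates 2 and 3 reach 3398 and 4736 genes, and those of the other groups stay at or below 251.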

The mean number of clean reads per sample was 53 million. Of the clean reads, 93.54% were mapped in total, and 90.72% were mapped uniquely against the improved apple reference genome sequence. In total, 14,514 genes were expressed with FPKM ≥10 (Supplementary Table S2).

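In the deposited table, 14514 genes reached an FPKM of 10 in at least 1 of the 12 libraries. The number of genes at this level in a library was 10739 ± 523 (SD, n = 3) in ‘CF1’, 11134 ± 102 (SD, n = 3) in ‘RCF1’, 11003 ± 59.8 (SD, n = 3) in ‘CF2’ and 11046 ± 110 (SD, n = 3) in ‘RCF2’. The lowest number, 10136, was that of ‘CF1’ replicate 3, and the highest, 11202, that of ‘RCF1’ replicate 3. The other libraries of ‘CF1’ had 11077 and 11003, so the lower mean of ‘CF1’ rested on its replicate 3. Without ‘CF1’ replicate 3 the total was 14045, and leaving out any other library gave between 14442 and 14492. With each library rescaled to the same sum (TPM), 18518 genes reached 10. This scaling raises all values of a library alike against a fixed limit, so it does not measure how stable the total is. The total was 13384 when the mean of at least 1 of the 4 groups had to reach an FPKM of 10.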

We identified 4065 DEGs in the four comparison groups. 

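In the deposited values, 5365 genes were called in at least 1 of the 4 comparisons. Libraries were also simulated 20 times with no difference between groups, each gene keeping its mean and the spread within its groups, and gave 374 such genes on average. Most of the 5365 genes, 4347, were called only between stages (‘RCF2’ vs. ‘RCF1’ or ‘CF2’ vs. ‘CF1’), 288 only between cultivars (‘RCF1’ vs. ‘CF1’ or ‘RCF2’ vs. ‘CF2’) and 730 between both. Stage and cultivar comparisons share libraries, and 221 genes on average were called in both kinds in the simulated libraries. These libraries had no difference between stages, so 221 is not the overlap by chance among the real calls. The number of genes called in any comparison moved most with the filter, to 2930 when genes had to reach an FPKM of 10 in at least 3 libraries and 12825 genes were tested. It ranged from 4107 without ‘CF1’ replicate 3 to 7368 without ‘CF1’ replicate 2.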

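Between ‘RCF1’ and ‘CF1’, 742 genes were called, of which 261 were higher and 481 lower in ‘RCF1’. Of these calls 6, 5 higher and 1 lower, had an adjusted P under 0.05. With limma array weights 1421 of 1422 calls had one, and in 1 fit of all 12 libraries 435 of 1168. Under the other alternatives that kept all libraries it was between 0 and 9 of 346 to 1231 calls. The number of calls moved most without ‘CF1’ replicate 2, to 2359 (1002 higher, 1357 lower), of which 1 held after adjustment. It was 526 (167 higher, 359 lower) without ‘CF1’ replicate 3. Of the 526 genes, 371 were among the 742, and 102 of the 526 calls held after adjustment. Leaving out ‘RCF1’ replicate 2 gave 448 (201 higher, 247 lower), of which 0 held, and 0 held as well without ‘RCF1’ replicate 1 (of 589), ‘RCF1’ replicate 3 (of 547, 228 higher and 319 lower) or ‘CF1’ replicate 1 (of 549). The majority of lower calls was not kept without ‘CF1’ replicate 1, where 281 were higher and 268 lower. Between ‘RCF2’ and ‘CF2’, 324 genes were called, 232 higher and 92 lower in ‘RCF2’, and 274 of these calls held after adjustment. The latter number was 172 without ‘CF2’ replicate 1, 174 without ‘RCF2’ replicate 1 and between 198 and 374 without any other library. It was 118 without the filter on low FPKM, and lower still in 1 fit of all libraries. From ‘RCF1’ to ‘RCF2’, 910 genes rose and 1726 fell, 2636 in total and 2623 after adjustment. From ‘CF1’ to ‘CF2’, 1858 rose and 2548 fell, 4406 in total and 3242 after adjustment. The number after adjustment rested on single libraries, with 5 without ‘CF2’ replicate 2, 28 without ‘CF2’ replicate 1, 718 without ‘CF2’ replicate 3, 1308 without ‘CF1’ replicate 1 and 5429 without ‘CF1’ replicate 2, while the total stayed between 3075 and 6317. Without ‘CF1’ replicate 2 more genes rose (3355) than fell (2962), and without ‘CF1’ replicate 3 or ‘CF2’ replicate 2 only 846 and 1236 rose while 2229 and 2357 fell. Without ‘CF1’ replicate 3 the last comparison had 3075 calls, of which 2872 were among the 4406. The groups compared did not overlap in 29.1%, 29.9%, 56.5% and 58.9% of the tested genes, in the order above. With the libraries rescaled to TPM, the calls between ‘RCF1’ and ‘CF1’ became 449 higher and 447 lower, and those from ‘CF1’ to ‘CF2’ 2766 higher and 2478 lower. The same rescaling moved the median log2 fold change of all tested genes from 0.12 to 0.18 and from 0.16 to 0.26 in these comparisons, and in ‘RCF2’ vs. ‘CF2’ and ‘RCF2’ vs. ‘RCF1’ from -0.01 to 0.01 and from 0.02 to 0.08.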

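The genes with the largest changes were taken from those with an adjusted P under 0.05 whose groups did not overlap. Apart from the glutathione S-transferase PCP025171, the largest rise in ‘RCF1’ over ‘CF1’ was that of PCP013133, annotated as an oxoglutarate/iron-dependent oxygenase, at 12.3 ± 4.06 against 0.247 ± 0.0762 FPKM (SD, n = 3 each). Its log2 fold change was 3.37 (standard error 0.24, limma adjusted P = 0.0425). The gene that was lower was PCP030987, with an F-box associated domain, at -1.57 (standard error 0.11, limma adjusted P = 0.0425). Over the alternatives these adjusted P ranged from 5.47e-05 to 0.409 and from 9.09e-05 to 0.409 in the limma fits, with the highest without ‘RCF1’ replicate 3. In ‘RCF2’ over ‘CF2’, PCP031811, a wound-induced protein of unknown function, rose by 3.31 on the log2 scale, from 8.12 ± 3.19 to 86.7 ± 11.8 FPKM (SD, n = 3 each). The lowest fold changes there were those of a molybdopterin-binding oxidoreductase (PCP024822, -2.65) and a nitrite/sulphite reductase domain protein (PCP023499, -2.48). Between the stages of ‘RCF’, an aquaporin-like gene (PCP030846) rose by 4.66, while the leucine-rich repeat gene PCP000073 changed by -6.86 and the NADP-dependent oxidoreductase PCP005374 by -6.71. Between the stages of ‘CF’, the gene of a retrotransposon gag protein (PCP016551) rose by 4.90 and PCP044960, which has no annotation, by 3.64. Both PCP000073 and PCP002552, an ABA/WDS induced protein, fell, with log2 fold changes of -8.57 and -8.83. PCP002552 was at 771.2, 125 and 1007 FPKM in the libraries of ‘CF1’ and at 0.04766 FPKM in ‘CF2’ replicate 1, and is listed at 0 in the other libraries of ‘CF2’.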

There were 340 DEGs in ‘RCF1’ vs. ‘CF1’, 252 in ‘RCF2’ vs. ‘CF2’, 2379 in ‘RCF2’ vs. ‘RCF1’, and 3055 in ‘CF2’ vs. ‘CF1’ (Supplementary Table S3): in those comparison groups, 123, 155, 858, and 1060 genes were up-regulated, and 217, 97, 1521, and 1995 genes were down-regulated, respectively (Fig. 2a). 

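The calls shared by all comparisons numbered 19, against 0.15 on average and at most 1 in the 20 sets of simulated libraries without differences. The simulated libraries had no difference between stages either, while 1965 genes were called in both stage comparisons of the data. The simulated number therefore understates the overlap by chance among the real calls, which was not computed. The 19 genes include the glutathione S-transferase PCP025171 and the SAUR gene PCP037299. After adjustment only PCP025171 remained in all lists. The number moved most with the pseudocount, to 59 with log2(FPKM + 0.1). It was 41 with limma array weights, 12 without ‘CF1’ replicate 1 and 35 without ‘CF1’ replicate 2. Without ‘CF1’ replicate 3 it was 26, and 12 of the 19 genes were among these.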

Only 12 DEGs were common to all four comparison groups (Fig. 2b).

**Fig. 2:**
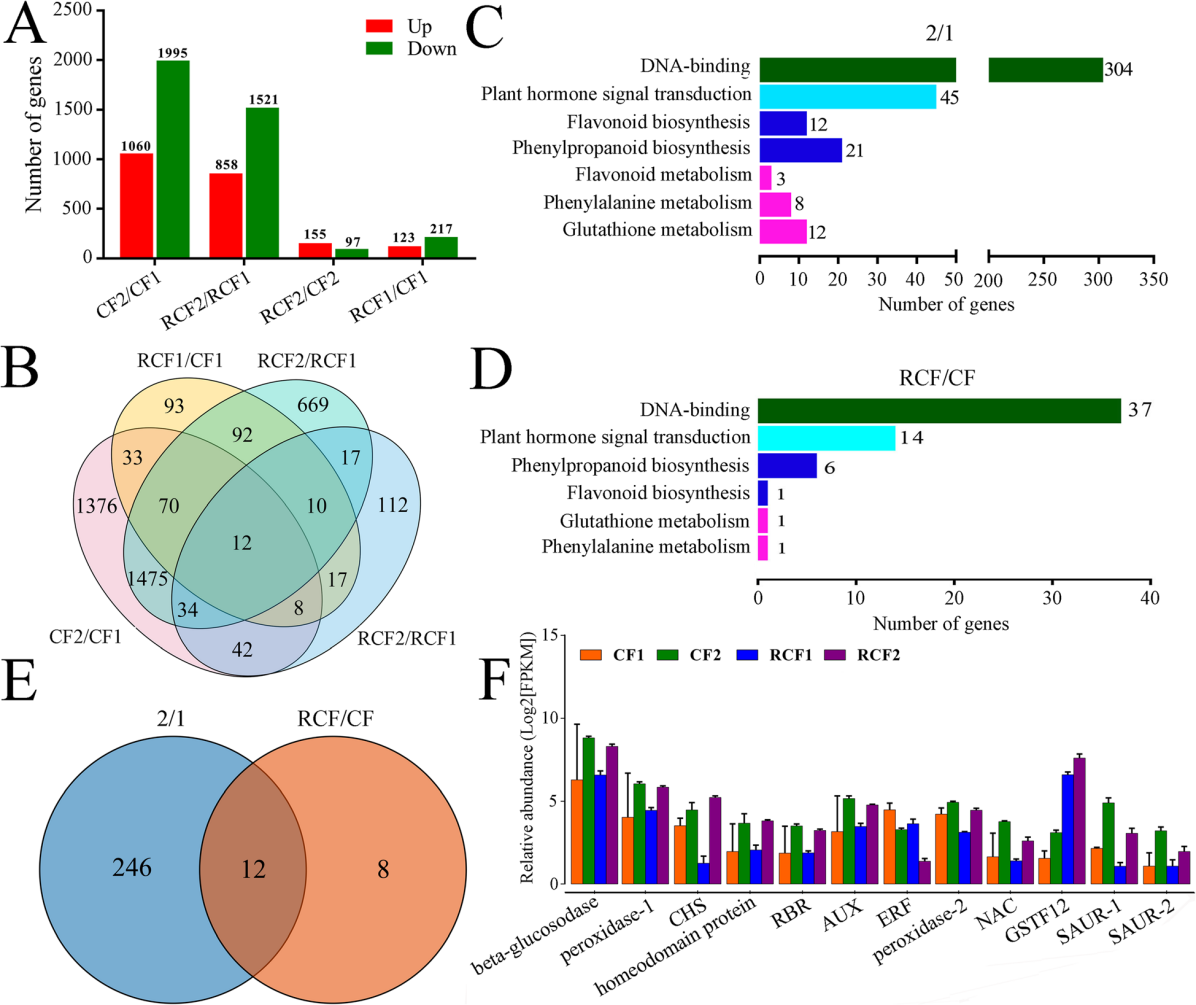
Number of differentially expressed genes (DEGs) identified by RNA-seq analysis. **a** Numbers of DEGs. **b** Venn diagram representing numbers of DEGs. **c** Number of DEGs in group 2–1 categorized into DNA binding, plant hormone signal transduction, flavonoid biosynthesis, phenylpropanoid biosynthesis, brassinosteroid biosynthesis, zeatin biosynthesis, flavonoid metabolism, phenylalanine metabolism, glutathione metabolism and ABC transporters. **d** Number of DEGs in group RCF-CF involved in DNA binding, plant hormone signal transduction, phenylpropanoid biosynthesis, flavonoid biosynthesis, glutathione metabolism and phenylalanine metabolism. **e** Overlapping DEGs between group 2–1 and group RCF-CF. **f** Transcript levels of overlapping DEGs between group 2–1 and RCF-CF as determined by RNA-seq

The DEGs between group 2–1 and group RCF-CF were subjected to GO (Supplementary Table S4) and KEGG functional pathway analyses (Supplementary Table S5). 

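Table S7 of the paper lists 208 gene identifiers for the DEGs selected for correlation tests, while the text of the paper gives 203, and 207 of them passed the filter on low FPKM. Called were 8 in ‘RCF1’ vs. ‘CF1’ (3 higher, 5 lower), 13 in ‘RCF2’ vs. ‘CF2’ (9 higher, 4 lower), 122 in ‘RCF2’ vs. ‘RCF1’ (70 higher, 52 lower) and 172 in ‘CF2’ vs. ‘CF1’ (100 higher, 72 lower). Adjusted over the list alone, 6, 12, 122 and 169 of the calls held, and adjusted over all tested genes 2, 12, 122 and 136. The last number was 1 without ‘CF2’ replicate 2, 6 without ‘CF2’ replicate 1, 62 without ‘CF2’ replicate 3 and 82 without ‘CF1’ replicate 1. The first was 16 with array weights and 0 without ‘CF1’ replicate 1 (of 8 calls) or ‘RCF1’ replicate 1 (of 10), 2 (of 6) or 3 (of 8). It was also 0 with a pseudocount of 0.1, without the filter on low FPKM or with the replicate number as a block. The paper chose the list on these libraries, so the first numbers are not independent evidence. Without ‘CF1’ replicate 2, 13 of the listed genes were called in ‘RCF1’ vs. ‘CF1’, and without ‘CF2’ replicate 3, 20 were called in ‘RCF2’ vs. ‘CF2’. Without ‘CF1’ replicate 3, 9 were called in ‘RCF1’ vs. ‘CF1’ (2 higher, 7 lower) and 151 in ‘CF2’ vs. ‘CF1’ (78 higher, 73 lower). In total 198 of the listed genes were called in at least 1 comparison, and 12 both between stages and between cultivars.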

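The paper lists 12 of the selected genes as DEGs of both kinds of comparison (Fig. 2e). By the names in the paper they encode a β-glucosidase (PCP011059), the peroxidases PCP024451 and PCP017906, a CHS (PCP023048), a homeodomain protein (PCP024513), an ERF (PCP044584), an RBR (PCP007207), an AUX (PCP036703), a NAC (PCP028501), a GST (PCP025171) and the SAURs PCP037299 and PCP040169. The deposited table lists PCP007207 with the same domain as the AUX gene, Aux/IAA-ARF-dimerisation. In the deposited values 4 of the 12 genes were called in ‘RCF1’ vs. ‘CF1’, 5 in ‘RCF2’ vs. ‘CF2’, 11 in ‘RCF2’ vs. ‘RCF1’ and 5 in ‘CF2’ vs. ‘CF1’, and the same numbers held when adjusted over the list alone. Adjusted over all tested genes, 1, 5, 11 and 4 held. The last of these was 0 without ‘CF2’ replicate 2 (of 4 calls), 1 without ‘CF2’ replicate 1 or 3 and 2 without ‘CF1’ replicate 1. The first was 7 with array weights, 2 without ‘CF1’ replicate 3, and 0 without ‘CF1’ replicate 1 (of 4 calls) or ‘RCF1’ replicate 1 (of 4), 2 (of 3) or 3 (of 4). It was also 0 with a pseudocount of 0.1, without the filter on low FPKM or with the replicate block. All 12 genes were called in a stage comparison and 7 in a cultivar comparison too. Without ‘CF1’ replicate 3 the calls in ‘RCF1’ vs. ‘CF1’ rose to 7, those in ‘CF2’ vs. ‘CF1’ to 6, and those between both stages and cultivars to 9. In that library the β-glucosidase was at 4.303 FPKM, against 247.4 and 356.1 in the other libraries of ‘CF1’, and PCP024451 was at 0.9673 FPKM, against 40.57 and 52.85. The RBR and NAC genes are listed at 0 there, while they were at 5.384 and 6.679 FPKM and at 4.483 and 4.607 FPKM in the other libraries.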

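Among these genes, PCP025171 had the highest fold change in both cultivar comparisons. The other 11 ranged from -2.27 to 0.42 in ‘RCF1’ vs. ‘CF1’ and from -1.91 to 0.76 in ‘RCF2’ vs. ‘CF2’ on the log2 scale. Without ‘CF1’ replicate 3 all 11 were lower in ‘RCF1’, from -2.07 for CHS to -0.46 for PCP040169. The value of 0.42, that of PCP024451, became -1.11. CHS was at 1.46 ± 0.706 FPKM in ‘RCF1’ against 10.9 ± 3.51 in ‘CF1’, a log2 fold change of -2.27, and at 36.8 ± 2.44 in ‘RCF2’ against 22.1 ± 7.55 in ‘CF2’ (SD, n = 3 each), one of 0.76 that did not reach the threshold. Without ‘CF2’ replicate 2 the latter was 1.01 and was called. From ‘RCF1’ to ‘RCF2’, CHS rose by 3.98 (standard error 0.19). The SAUR PCP037299 was lower in ‘RCF’ at both stages (log2 fold changes of -1.08 and -1.84) and rose from 2 to 5 DAFB in both cultivars (by 2.00 in ‘RCF’ and 2.75 in ‘CF’). Its first value was not called when genes had to reach an FPKM of 10, and was -0.96 and not called without ‘RCF1’ replicate 2. In ‘RCF2’ vs. ‘CF2’, the ERF was at -1.91, the SAUR PCP040169 at -1.26 and the NAC at -1.17, each with every library of ‘RCF2’ below every library of ‘CF2’. The peroxidase PCP017906 was at -1.09 in ‘RCF1’ vs. ‘CF1’, and at -0.89, no longer called, without ‘CF1’ replicate 2.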

For correlation tests with anthocyanins and PAs, we chose DEGs in group 2–1 categorized into DNA binding, plant hormone signal transduction, flavonoid biosynthesis, phenylpropanoid biosynthesis, flavonoid metabolism, phenylalanine metabolism, glutathione metabolism, and DEGs in group RCF-CF categorized into DNA binding, plant hormone signal transduction, phenylpropanoid biosynthesis, flavonoid biosynthesis, glutathione metabolism, and phenylalanine metabolism (Fig. 2c, d). In total, we selected 203 DEGs. Of these, there were 12 DEGs that overlapped between group 2–1 (‘RCF2’ vs. ‘RCF1’, and ‘CF2’ vs. ‘CF1’) and group RCF-CF (‘RCF1’ vs. ‘CF1’, ‘RCF2’ vs. ‘CF2’). These 12 DEGs encoded a β-glucosidase (PCP011059), two peroxidases (PCP024451 and PCP017906), a CHS (PCP023048), a homeodomain protein (PCP024513), an ERF (PCP044584), a RBR (retinoblastoma-related protein, PCP007207), an AUX (PCP036703), a NAC (PCP028501), a GST (PCP025171), and two SAURs (PCP037299 and PCP040169) (Fig. 2e). Of these, *PcGST* (PCP025171) was the most up-regulated gene in the comparison groups ‘RCF1 *vs*. CF1’ and ‘RCF2 *vs*. CF2’ (Fig. 2f).

### Correlation analysis between selected transcripts and anthocyanins/PAs

To identify the candidate genes in anthocyanin and PA accumulation in pear, we conducted correlation analyses between selected transcripts and metabolites. In total, we detected 420 significant correlations (correlation coefficient, R^2^ > 0.8) between 203 transcripts and 17 metabolites, including 10 anthocyanins (kuromanin chloride, pelargonin, cyanidin 3-rutinoside, pelargonidin 3-Glu, malvidin-3-galactoside chloride, cyanidin 3-O-malonylhexoside, oenin, delphinidin, peonidin O-hexoside, cyanidin, and rosinidin O-hexoside) and seven PAs (procyanidin A, procyanidin A1, procyanidin A2, procyanidin B, procyanidin B1, procyanidin B2, and procyanidin B3) (Supplementary Table S6). Each metabolite was correlated with many different transcripts. Malvidin-3-galactoside chloride, oenin, and delphinidin were correlated with the fewest transcripts: five, seven, and three transcripts, respectively. Kuromanin chloride and pelargonin were correlated with the highest numbers of transcripts: 184 and 56 transcripts, respectively. Interestingly, kuromanin chloride and pelargonin shared the largest number of common transcripts (36 transcripts). This suggested that kuromanin chloride and pelargonin might have evolved similar accumulation mechanisms.

The 203 transcripts were annotated with descriptions from the SwissProt and NR databases. Six transcripts have been functionally characterized to play roles in anthocyanin accumulation in pear previously: *PcMYB10*, *PcMYB114*, *PcCHS*, *PcCHI*, *PcF3H,* and *PcANS* (Supplementary Table S7). The rest were newly identified as candidate genes involved in anthocyanin and PA accumulation in pear. The 203 transcripts were grouped into two clusters (I-II) (Supplementary Table S7). Genes in cluster I were strongly correlated with anthocyanins. Cluster I comprised 183 genes (90.1%). Of these, 147 genes were correlated with a single anthocyanin: 142 genes were correlated with kuromanin chloride, three genes were correlated with cyanidin, one gene was correlated with malvidin-3-galactoside chloride, and one gene was correlated with pelargonin. The remaining genes in cluster I were closely correlated with two or more anthocyanins: 31 genes were commonly correlated with kuromanin chloride and pelargonin, two genes were correlated with pelargonin and cyanidin, two genes were correlated with malvidin-3-galactoside chloride and oenin, and one gene was correlated with cyanidin 3-rutinoside, oenin, and cyanidin. Cluster II contained 20 genes (9.9%) that were strongly correlated with both anthocyanins and PAs. Of these genes, two phenylpropanoid structural genes (encoding 4CL1 and 4CL2), six flavonoid structural genes (encoding CHS, 3 CHIs, F3H, and ANS), six TF genes (encoding bZIP1, MYB3, MYB86, MYB111, MYB114, and KNAT1), two phytohormone signal transduction genes (encoding IAA13 and ERF003), two DNA-directed RNA polymerase genes (encoding rpoB and Rpb1) and one GST transporter gene (encoding GSTF12) were positively correlated with anthocyanins and PAs. 

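The 20 genes are identified in Table S8, and all but MYB3 (PCP009874) passed the filter on low FPKM. In ‘RCF2’ vs. ‘RCF1’, 16 of the 19 were called, 15 higher and 1 lower, and in ‘CF2’ vs. ‘CF1’ 10 were called, all higher. Between cultivars 3 were called in ‘RCF1’ vs. ‘CF1’ (2 higher, 1 lower) and 3, all higher, in ‘RCF2’ vs. ‘CF2’. These numbers held when adjusted over the list alone, on libraries from which the list was chosen. They became 16, 9, 2 and 3 when adjusted over all tested genes. The 9 were 1 without ‘CF2’ replicate 2, 2 without ‘CF2’ replicate 1 and 5 without ‘CF2’ replicate 3. The 2 were 1 without ‘CF1’ replicate 2, and 0 of 3 calls without ‘CF1’ replicate 1 or any 1 library of ‘RCF1’. With all libraries kept they were 0 with a pseudocount of 0.1, without the filter on low FPKM or with the replicate block. They were 4 with array weights. Without ‘RCF2’ replicate 2, 5 genes were called in ‘RCF2’ vs. ‘CF2’, and without ‘CF2’ replicate 1, 2. The log2 fold changes were above 0 for 11 of the 19 in ‘RCF1’ vs. ‘CF1’ and for 18 in ‘RCF2’ vs. ‘CF2’, with medians of 0.16 and 0.69. KNAT1 (PCP027358) was higher in ‘RCF’ at both stages, by 0.90 and 0.95, just under the threshold. Both passed it with a pseudocount of 0.1 (1.34 and 1.17) and after rescaling to TPM (1.08 and 1.06). The second value also passed it without ‘CF2’ replicate 3 (1.10), ‘RCF2’ replicate 2 (1.05) or ‘RCF2’ replicate 3 (1.03). The bZIP1 gene (PCP003743) was at 0.09 at 2 DAFB and was called at 5 DAFB at 1.10, but not without ‘CF2’ replicate 1 (0.83). Its first value was at -0.02 after quantile normalization. The fold change of 4CL2 (PCP018170) was -0.60 at 2 DAFB and 0.62 at 5 DAFB, and neither was called. ERF003 (PCP002056) was at 2.41 with a standard error of 1.25 in ‘RCF1’ vs. ‘CF1’, where the libraries of ‘CF1’ were at 81.72, 92.24 and 2.986 FPKM, and at 0.92 without ‘CF1’ replicate 3. It was called there in 1 fit of all libraries. In ‘RCF2’ vs. ‘CF2’ it was at 0.75.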

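The WRKY28 gene (PCP035911) had 33.1 ± 0.491 FPKM in ‘RCF1’ and 15.5 ± 1.28 in ‘RCF2’, against 37 ± 9 in ‘CF1’ and 24.7 ± 0.158 in ‘CF2’ (SD, n = 3 each). From ‘RCF1’ to ‘RCF2’ it changed by -1.05 on the log2 scale (standard error 0.08, limma adjusted P = 4.71e-05), and by -0.99 without ‘RCF2’ replicate 2, where it was not called. Its log2 fold change was -0.65 in ‘RCF2’ vs. ‘CF2’ (limma adjusted P = 0.00671), with no overlap between the groups, and -0.54 in ‘CF2’ vs. ‘CF1’ (limma adjusted P = 0.0745). Over the alternatives these 3 adjusted P ranged from 3.36e-05 to 9.09e-04, from 0.00406 to 0.0646 (in 1 limma fit of all libraries) and from 5.26e-04 (limma array weights) to 0.193. The last one was below 0.05 also in 1 limma fit of all libraries (0.0104) and without ‘CF1’ replicate 2 (0.0465) or 3 (0.0267). At 2 DAFB the cultivars could not be told apart, with a log2 fold change of -0.13 (standard error 0.18), and of 0.05 without ‘CF1’ replicate 3.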

One WRKY TF gene, *WRKY28,* was negatively correlated with anthocyanins and PAs (Supplementary Table S7, S8). Each gene in cluster II was strongly correlated with many metabolites. We found that these 20 genes were strongly correlated with all 17 anthocyanin and PA metabolites (Fig. 3a). Thus, they were considered to represent the core genes for anthocyanin and PA accumulation in pear. Of these, *PcRPB1* (PCP004386) was correlated with the fewest metabolites: one anthocyanin and three PAs; and *PcGSTF12* (PCP025171) was correlated with the most metabolites: seven anthocyanins and seven PAs (Fig. 3b).

**Fig. 3:**
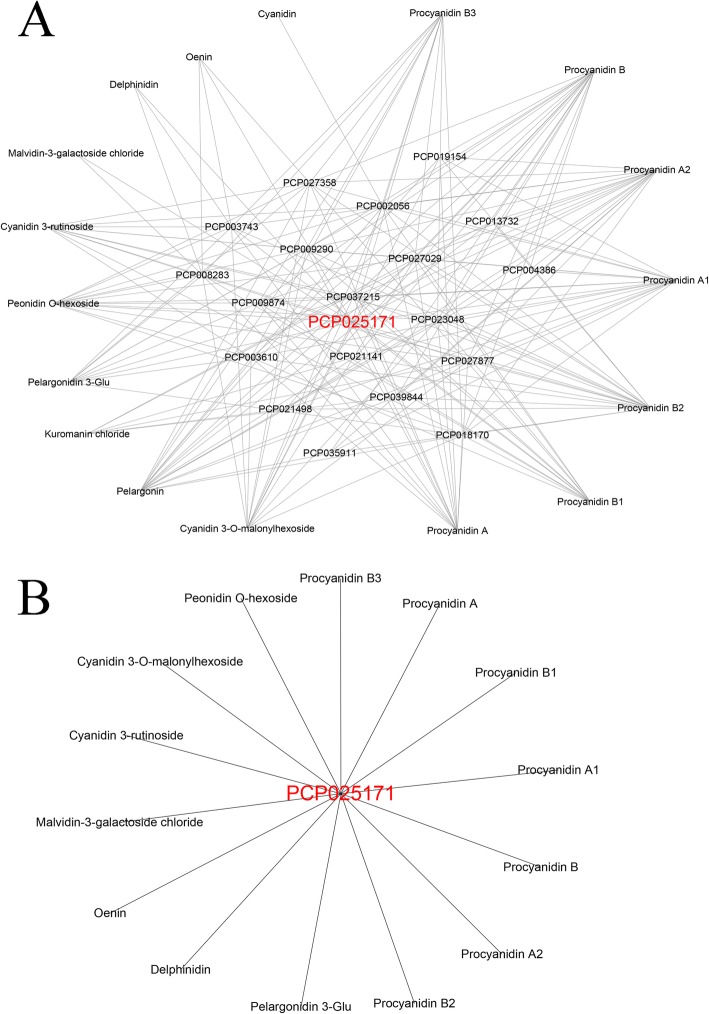
Connection network between core genes and anthocyanin and procyanidin (PA) metabolites. **a** Networks between 20 core genes and 10 anthocyanins and seven PAs. **b** Networks between *PcGSTF12* (PCP025171) and seven anthocyanins and seven PAs. *PcGSTF12* is shown in red font

### qPCR analysis of DEGs related to anthocyanin and PA accumulation

To validate the RNA-seq data, we conducted qPCR analyses of 10 of the anthocyanin and/or PA candidate genes: *PcCHI*, *PcC1*, *PcMYB114*, *PcHB7*, *PcGAI1*, *PcCHS*, *PcGSTF12*, *PcANS*, *PcHB12,* and *PcMYB10* (for gene IDs and primers, see Supplementary Table S9). The transcript profiles of all selected genes were very similar to those detected from the RNA-seq data (Fig. 4). 

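For these 10 genes the direction of each comparison in the deposited FPKM was set beside that of the qPCR means in Fig. 4. Of 40 directions, 33 were the same, 6 were opposite, and 1 (*PcANS* in ‘RCF1’ vs. ‘CF1’) was equal in Fig. 4. All 10 were the same in ‘RCF2’ vs. ‘RCF1’, 9 in ‘CF2’ vs. ‘CF1’, 8 in ‘RCF2’ vs. ‘CF2’ and 6 in ‘RCF1’ vs. ‘CF1’. The opposite directions were those of *PcCHI*, *PcC1* and *PcGAI1* in ‘RCF1’ vs. ‘CF1’, *PcC1* and *PcHB12* in ‘RCF2’ vs. ‘CF2’ and *PcMYB114* in ‘CF2’ vs. ‘CF1’. In none of these was the fold change in FPKM past the threshold, and for 3 of them the direction rested on the alternative. *PcGAI1* (PCP019649) was at 0.11, and at -0.32 without ‘CF1’ replicate 3, -0.26 with array weights and -0.05 after quantile normalization. *PcC1* (PCP004993) was at -0.16 at 2 DAFB, and at 0.05, 0.08 and 0.00 without ‘CF1’ replicate 1, ‘CF1’ replicate 2 and ‘RCF1’ replicate 2, the last just above 0, and at 0.03 with a pseudocount of 0.1. *PcHB12* (PCP031026) was at 0.15, and at -0.00 without ‘CF2’ replicate 1. *PcCHI* (PCP021141) was at 4.09 ± 0.204 FPKM in ‘RCF1’ and 7.07 ± 1.42 in ‘CF1’ (SD, n = 3 each), a log2 fold change of -0.65. *PcC1* was at -0.63 in ‘RCF2’ vs. ‘CF2’, and *PcMYB114* (PCP008283) at 0.10 in ‘CF2’ vs. ‘CF1’, with overlapping groups. Called were 4 of the genes in ‘RCF1’ vs. ‘CF1’, 2 in ‘RCF2’ vs. ‘CF2’ and 8 in each stage comparison, and 3, 2, 8 and 8 after adjustment over the list alone. *PcHB7* (PCP014697), at -1.08 in ‘RCF1’ vs. ‘CF1’, was called in only 1 of the 6 fits that left out a library and was at -0.78 without ‘CF1’ replicate 3. It was also not called without the filter on low FPKM or after quantile normalization (-0.85).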

The results showed that *PcGSTF12* was most up-regulated in comparison groups ‘RCF1 vs. CF1’ and ‘RCF2 vs. CF2’. This result was highly consistent with the results of RNA-seq, and provided further evidence for the crucial role of *PcGSTF12* in anthocyanin and PA accumulation in pear. Thus, we conducted further analyses to confirm the function of *PcGSTF12*.

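*PcGSTF12* (PCP025171), which lies on scaffold01336 from 79498 to 82187 in the deposited table, was at 95.8 ± 10.8 FPKM in ‘RCF1’ and 2.03 ± 0.998 in ‘CF1’, and at 195 ± 34 in ‘RCF2’ and 7.66 ± 0.872 in ‘CF2’ (SD, n = 3 each). The log2 fold change was 5.04 in ‘RCF1’ vs. ‘CF1’ (standard error 0.25, limma adjusted P = 0.0228) and 4.49 in ‘RCF2’ vs. ‘CF2’ (standard error 0.13, limma adjusted P = 3.13e-05), on the log2(FPKM + 1) scale the highest of all 25707 tested genes in both. Over the alternatives the second adjusted P ranged from 7.82e-06 to 0.00503 in the limma fits and the first from 4.39e-06 to 0.22. The first was 0.0637 with a pseudocount of 0.1, 0.0798 without a filter on low FPKM, 0.192 with the replicate block, 0.215 without ‘CF1’ replicate 1, and 0.166, 0.148 and 0.22 without ‘RCF1’ replicates 1, 2 and 3 in the limma fits, and below 0.05 under the others. Every library of ‘RCF’ lay above every library of ‘CF’ of the same stage, which an exact permutation test gives a P of 0.1. The ratios of the mean FPKM were 47.2 and 25.5. By this ratio *PcGSTF12* was not the highest at 2 DAFB. The hypoxia induced protein PCP032922 had means of 9.99 FPKM in ‘RCF1’ and 0.0506 in ‘CF1’. At 5 DAFB its means were 2.94 FPKM in ‘RCF2’ and 0 in ‘CF2’. The alternatives that moved the log2 fold changes of *PcGSTF12* most were a pseudocount of 0.1, with 5.59 and 4.64, and leaving out 1 library, with values from 4.85 to 5.29 and from 4.35 to 4.57. The transcript also rose with stage, by 1.56 from ‘CF1’ to ‘CF2’ (limma adjusted P = 0.0148) and by 1.01 from ‘RCF1’ to ‘RCF2’ (limma adjusted P = 6.97e-04). Over the alternatives these adjusted P ranged from 3.02e-06 to 0.0796, with 0.05 or more without ‘CF1’ replicate 1 (0.0564) or ‘CF2’ replicate 1 (0.0704), 2 (0.0796) or 3 (0.0682), and from 5.82e-04 to 0.0076. The fold change in ‘RCF’ fell below the threshold without ‘RCF1’ replicate 1 (0.92) or ‘RCF2’ replicate 1 (0.87). The paper takes the match of qPCR with RNA-seq as further evidence that *PcGSTF12* is crucial for accumulating anthocyanins and PAs. It goes on to test the function of the gene.

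**Figure D2:**
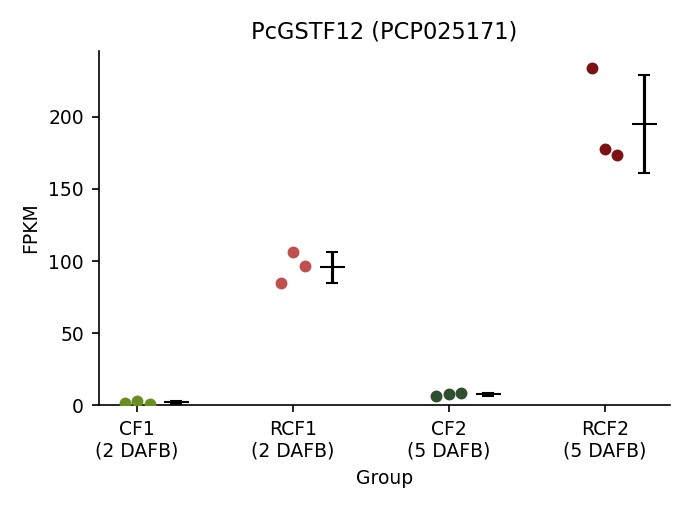
The plot gives the FPKM of *PcGSTF12* (y axis) in each library of the 4 groups (x axis) as points, with the mean and SD of each group (n = 3) as black bars. The libraries of ‘RCF’ lie between 84.56 and 234.2 FPKM and those of ‘CF’ between 1.239 and 8.484 FPKM.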

**Fig. 4:**
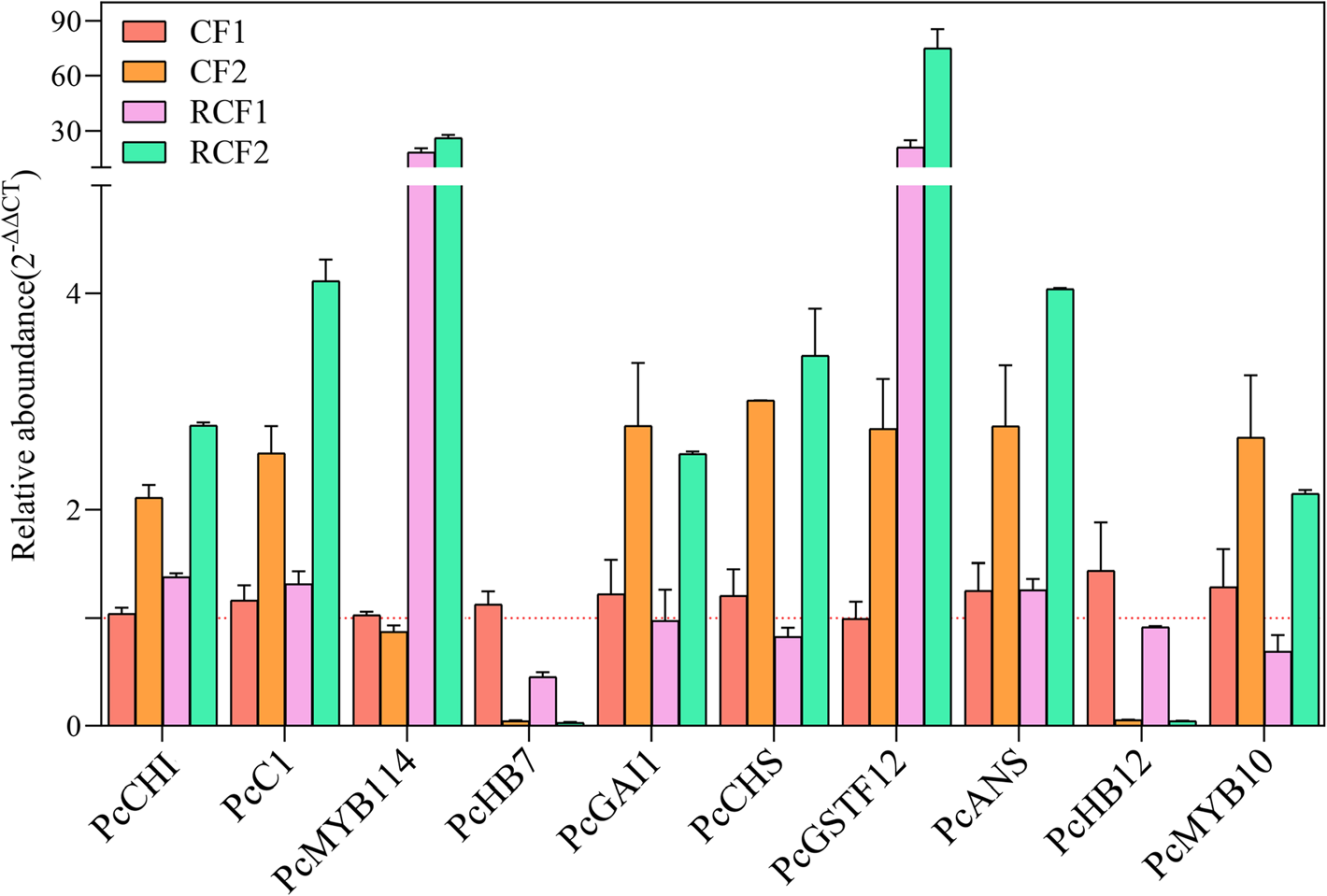
Transcript levels of anthocyanin- and procyanidin-related genes. Each experiment had three biological replicates

### *PcGSTF12*-mediated anthocyanin and PA accumulation in pear

Our combined metabolite and transcriptomic analyses revealed a core set of genes closely correlated with pear anthocyanins and PAs, which strongly suggested that they play key roles in anthocyanin and PA accumulation in pear. To test this, we focused on the most up-regulated gene among the core set of anthocyanin and PA candidate genes, *PcGSTF12*, for functional analysis.

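Among the other 18 core genes that were tested, log2 fold changes ranged from -2.27 to 2.41 in ‘RCF1’ vs. ‘CF1’ and from -0.65 to 2.43 in ‘RCF2’ vs. ‘CF2’, all below those of *PcGSTF12*. *PcMYB114* (PCP008283) was the only other core gene called as higher in ‘RCF’ at both stages, at 1.83 (standard error 0.13, limma adjusted P = 0.0425) and 2.43 (standard error 0.17, limma adjusted P = 0.00107). Over the alternatives these adjusted P ranged from 1.30e-04 to 0.409 and from 1.48e-04 to 0.0217 in the limma fits. The first was below 0.05 only with array weights, in 1 fit of all libraries (0.0012), with TPM (0.0378) and without ‘CF1’ replicate 3 (0.0265), and highest without ‘RCF1’ replicate 3. Its FPKM in ‘CF’ was low, which the log2(FPKM + 1) scale understates. By the ratio of the mean FPKM it was 80.4 times higher in ‘RCF1’ and 45.7 times higher in ‘RCF2’, above the ratios of *PcGSTF12*, but the first ratio rests on 0.06139 and 0.03874 FPKM in ‘CF1’ replicates 2 and 3, while replicate 1 is listed at 0. That ratio was 138 without ‘CF1’ replicate 2 and from 53.6 to 87.7 without any other library. The second rests on 0.1966, 0.05343 and 0.08324 FPKM in ‘CF2’, and was 74.3 without ‘CF2’ replicate 1 and from 36.3 to 52.2 without any other library. Between stages *PcGSTF12* was not the most up-regulated core gene, at rank 15 of the 19 in ‘RCF2’ vs. ‘RCF1’ and rank 8 in ‘CF2’ vs. ‘CF1’.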

#### Functional analysis of *PcGSTF12*

The phylogenetic analysis showed that *PcGSTF12* is a homolog of *FvRAP* in strawberry, *Riant2* in peach, and *MdGST* in apple, all of which are in the phi subfamily [26] (Fig. 5a). Members of the phi subfamily are anthocyanin transporters. To test the potential role of *PcGSTF12* in anthocyanin accumulation, 35S:: *PcGSTF12* was transformed into the *Arabidopsis* mutant *tt19–7* (for primers, see Supplementary Table S9). The *tt19–7* plants showed a green hypocotyl phenotype, while the *tt19–7-*OE transgenic plants showed the red hypocotyl phenotype, like that of the wild type (WT) (Fig. 5b). However, the brown color of seed coats was not rescued in the *tt19–7*-OE lines (Fig. 5b). This result was consistent with the fresh seed phenotype obtained by transferring 35S:: *RAP-RFP* into *Arabidopsis tt19–7* [26].

**Fig. 5:**
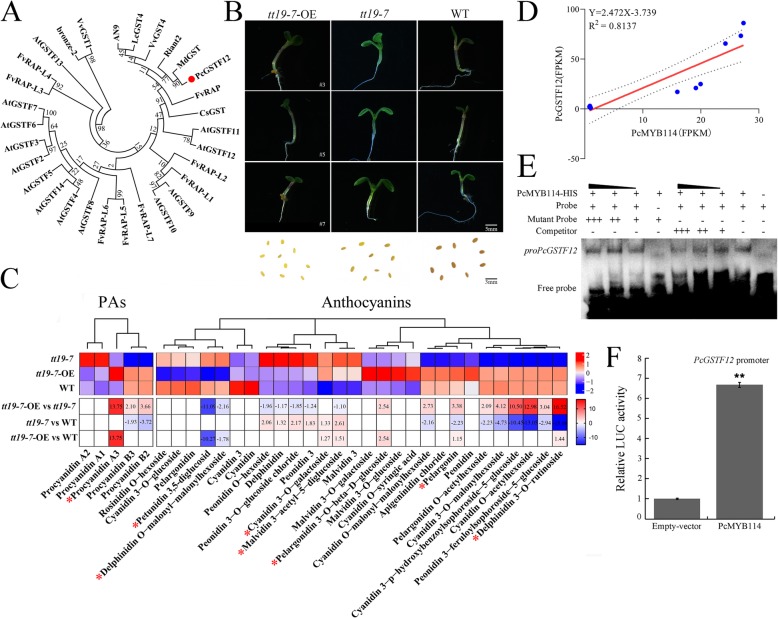
Functional analysis of *PcGSTF12* in anthocyanin and procyanidin (PA) accumulation. **a** Phylogenetic analyses of PcGSTF12 and its paralogs. The accession numbers are MdGST (AEN84869), Riant2 (KT312848), LcGST4 (KT946768), AN9 (Y07721), FvRAP-L1 (gene28763), VvGST4 (AAX81329), CsGST (ABA42223), AtGSTF2 (At4G02520), AtGSTF5 (At1G02940), AtGSTF3 (At2G02930), bronze-2 (AAV64226), FvRAP-L7 (gene10552), AtGSTF12/TT19 (At5G17220), AtGSTF14 (At1G49860), AtGSTF7 (At1G02920), VvGST1 (AAN85826), FvRAP (gene31672), FvRAP-L4 (gene10549), FvRAP-L2 (gene08595), FvRAP-L3 (gene22014), AtGSTF10 (At2G30870), FvRAP-L5 (gene10550), AtGSTF11 (At3G03190), AtGSTF13 (At3G62760), FvRAP-L6 (gene10551), AtGSTF8 (At2G47730), AtGSTF4 (At1G02950), AtGSTF6 (At1G02930), AtGSTF9 (At2G30860). **b** Phenotypes of *tt19–7*-OE seedlings and fresh seeds. **c** Heat map of anthocyanins and PAs of 7-day-old seedlings of *tt19–7* mutant, *tt19–7*-OE, and WT (wild-type). *tt19–7*-OE refers to 35S::*PcGSTF12* transgenic lines. Scale bars: 5 mm (B–C). Differentially accumulated metabolites between WT and *tt19–7*-OE marked by red star. **d** Correlation analyses between transcript levels of *PcGSTF12* and *PcMYB114*. **e** EMSA assays. Probe was biotin-labeled fragment containing MBS motif. Competitor probe was non-labeled probe. Mutant probe contained two nucleotide mutations. Competitors, and mutant probes at a 10×, 25×, and 50× molar excess were present (+) or absent (−) in each reaction. Black arrows indicate increasing multiples. **f** Effects of PcMYB114 on promoter activities as demonstrated by luciferase reporter assays. Empty-vector was used as a control. Values are means ± SD of three independent biological replicates. Statistical significance: **P < 0.01

To explore the role of *PcGSTF12* in anthocyanin and PA accumulation, we conducted a metabolite analysis using *Arabidopsis* seedlings. Three PAs and nine anthocyanins were significantly up-regulated, and three anthocyanins were significantly down-regulated in *tt19–7*-OE compared with *tt19–7*. Procyanidin A3, cyanidin O-acetylhexoside, delphinidin 3-O-rutinoside, and cyanidin 3-p-hydroxybenzoylsophoroside-5-glucoside were specifically up-regulated in *tt19–7*-OE compared with *tt19–7* (Fig. 5c). Five anthocyanins (malvidin 3-acetyl-5-diglucoside, pelargonidin 3-O-beta-D-glucoside, delphinidin 3-O-rutinoside, pelargonin, cyanidin 3-O-galactoside) and one PA (procyanidin A3) were significantly up-regulated, and two anthocyanins (petunidin 3, 5-diglucoside and delphinidin O-malonyl-malonylhexoside) were significantly down-regulated in *tt19–7*-OE compared with WT. Interestingly, a large amount of petunidin 3, 5-diglucoside was detected in WT but not in *tt19–7*-OE. In contrast, procyanidin A3 was detected only in *tt19–7*-OE. These results confirmed that *PcGSTF12* is responsible for anthocyanin and PA accumulation. Interestingly, its affinity for anthocyanins and PAs differed from that of *AtGSTs* in *Arabidopsis*. In particular, our results showed that *PcGSTF12* is responsible for the accumulation of procyanidin A3 but not petunidin 3, 5-diglucoside, opposite to the function of *AtGSTs* in *Arabidopsis*. *PcGSTF12* is a newly identified member of the phi GST family involved in anthocyanin and PA accumulation.

Next, we analyzed RNA-seq data to identify which genes were affected by *PcGSTF12* in the seedlings of *tt19–7*-OE vs. *tt19–7*. In total, we found 28 strongly affected genes, which encoded proteins involved in anthocyanin and PA biosynthesis, regulation, and transport (Supplementary Table S10). These results showed that *PcGSTF12* might not only be an anthocyanin and PA transporter, but may also participate in many other steps of anthocyanin and PA accumulation.

#### Upstream regulation of *PcGST12*

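*PcMYB114* was at 2.68 ± 0.43 FPKM in ‘RCF1’ and 5.08 ± 1.35 in ‘RCF2’ (SD, n = 3 each), and at most 0.1966 FPKM in the 6 libraries of ‘CF’. The cultivars lie apart in both genes, so the FPKM of *PcGSTF12* and *PcMYB114* were correlated within each cultivar and not over the 12 libraries together. Over the 6 libraries of ‘RCF’, Pearson's r was 0.93 (exact permutation test over all 720 pairings, two-sided P = 0.00556, adjusted 0.0334 over the 6 relations tested) and Spearman's rho was 0.89 (exact permutation P = 0.0333, adjusted 0.0999). Over those of ‘CF’, r was 0.55 (exact permutation P = 0.263, adjusted 0.379) and rho was 0.66 (exact permutation P = 0.175, adjusted 0.35). Without the 2 libraries farthest from the median of *PcMYB114*, r in ‘RCF’ was 0.89 (exact permutation P = 0.167), and leaving out 1 library gave r from 0.84 to 0.99. The exact permutation P no longer fell below 0.05 without ‘RCF1’ replicate 1 (r of 0.90, P = 0.0667) or ‘RCF1’ replicate 2 (r of 0.92, P = 0.05). The 2 stages of ‘RCF’ also lie apart, with all libraries of ‘RCF2’ above those of ‘RCF1’ in both genes, so this r cannot be separated from the difference between stages, and 3 libraries are too few for a correlation within a stage. When each library was taken as its deviation from the mean of its group, r over the 12 libraries was 0.76 (exact permutation within groups, P = 0.38) and rho was 0.49 (exact permutation P = 0.316). This r rested on ‘RCF2’ replicate 1 and was 0.22 without it.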

Correlation analyses showed that the transcript level of *PcGSTF12* was significantly correlated with that of *PcMYB114* (Fig. 5d). Further, several MYB-binding sites were found in the *PcGSTF12* promoter, indicating that *PcGSTF12* might be directly bound by, and regulated by, MYB transcription factors (Supplementary Table S11). Several R2R3-MYB genes are known to bind to MBS sites [27], and we found a MBS site within an 801-bp region upstream of the start codon. Thus, this MBS site was used in an EMSA assay (for primers, see Supplementary Table S9). The biotinylated probe was able to bind PcMYB114 protein, and the addition of a high concentration of cold probe significantly reduced the binding affinity of the biotinylated probe. To test whether *PcGSTF12* could be regulated by PcMYB114, we further carried out luciferase reporter assay (for primers, see Supplementary Table S9). The relative LUC activity of the *PcGSTF12* promoter was about 6-fold that of the empty vector control. These results showed that PcMYB114 could directly bind to the MBS site in the *PcGSTF12* promoter (Fig. 5e) and positively regulate its activity (Fig. 5f).

We also found many *cis*-acting elements involved in auxin-, ethylene-, and gibberellin-signaling in the *PcGSTF12* promoter. This indicated that *PcGSTF12* might be the common downstream target of R2R3-MYBs, and auxin, ethylene, and gibberellin signals that regulate the anthocyanin and PA pathways (Supplementary Table S11). Together, these results provide new clues about *PcGSTF12*-mediated anthocyanin and PA accumulation in pear.

## Discussion

We present the first genome-wide examination of anthocyanins, PAs, and the gene expression profiles of pear using young fruits of cv. ‘CF’ and its red mutant ‘RCF’. Through combined transcriptomic and metabolic analyses, we found a core set of 20 candidate genes related to anthocyanin and PA accumulation in pear. These findings increase our understanding of the molecular mechanism of anthocyanin and PA accumulation in pear, especially during the early stage of fruit development.

The core set of candidate genes for pear anthocyanin and PA accumulation includes six flavonoid structural genes: *PcCHI* (PCP027877, PCP021141, and PCP039844), *PcCHS* (PCP023048), *PcF3H* (PCP013732), and *PcANS* (PCP027029). 

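Apart from *PcCHS*, these genes differed more between stages than between cultivars. *PcANS* (PCP027029) rose from 18.5 ± 3.17 FPKM in ‘RCF1’ to 259 ± 29.6 in ‘RCF2’ and from 20.1 ± 0.718 in ‘CF1’ to 161 ± 37.1 in ‘CF2’ (SD, n = 3 each), which were log2 fold changes of 3.75 and 2.91. *PcF3H* (PCP013732) rose from 39.2 ± 2.48 to 192 ± 18.6 FPKM in ‘RCF’ and from 45.6 ± 6.88 to 143 ± 24.3 in ‘CF’. The lowest log2 fold changes between stages among the 5 genes were 1.45 for PCP027877 in ‘RCF’ and 1.53 for PCP021141 in ‘CF’, and all passed the threshold in both cultivars. In ‘RCF2’ vs. ‘CF2’ the log2 fold changes lay between 0.34 (PCP039844) and 0.70 (*PcANS*), and none was called. In ‘RCF1’ vs. ‘CF1’ none was called either, and PCP027877 was the only one that was higher in ‘RCF1’, by 0.68, or by 0.43 without ‘CF1’ replicate 3. The paper names PCP027877 a *PcCHI*, while the deposited table lists it with a malectin-like carbohydrate-binding domain. PCP021141 and PCP039844 are listed there with a chalcone isomerase domain.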

CHI, CHS, and F3H are common to both the anthocyanin and PA biosynthetic pathways [6]. ANS can catalyze the conversion of (+)-catechin to cyanidin and a procyanidin [28]. Functional analyses have confirmed the roles of *PcCHI*, *PcCHS,* and *PcF3H* in anthocyanin accumulation [29]. The results of those studies and our study provide evidence that the patterns of anthocyanin and PA accumulation are conserved among different plants.

In plants, TFs play important roles in flavonoid regulation. The R2R3-MYBs make up one of the largest TF families [30], and most of them play important roles in flavonoid accumulation [31]. *PyMYB10* was the first R2R3-MYB TF identified to be involved in anthocyanin accumulation in pear [13]. Functional analyses have confirmed the roles of *PyMYB10.1* and *PyMYB114* in the regulation of anthocyanin accumulation in pear [14, 32], and the roles of *PbMYB10b* and *PbMYB9* in both anthocyanin and PA accumulation in pear [4]. 

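*PcMYB86* (PCP009290) had 11.7 ± 0.49 FPKM in ‘RCF2’ and 5.98 ± 0.938 in ‘CF2’ (SD, n = 3 each), a log2 fold change of 0.87 (standard error 0.11, limma adjusted P = 0.00849, and from 0.0047 to 0.584 over the alternatives, with 0.584 in 1 fit of all libraries and 0.0412 or less in the others). It rose by 1.56 from ‘RCF1’ to ‘RCF2’. In ‘CF1’ it was at 1.716, 5.018 and 0.02975 FPKM, and its fold changes of 0.75 in ‘RCF1’ vs. ‘CF1’ and 1.44 in ‘CF2’ vs. ‘CF1’ were not called. They were 0.09 and 0.78 without ‘CF1’ replicate 3, and 1.36 and 2.05, both called, without ‘CF1’ replicate 2. The second was also called in 1 fit of all libraries and with array weights (1.36). *PcMYB111* (PCP037215) was at 0.228 ± 0.0817 FPKM in ‘CF1’, 0.534 ± 0.135 in ‘RCF1’, 1.21 ± 0.294 in ‘CF2’ and 2.5 ± 0.517 in ‘RCF2’ (SD, n = 3 each). Its log2 fold change of 1.18 in ‘RCF2’ vs. ‘RCF1’ was called, and those of 0.84 in ‘CF2’ vs. ‘CF1’, 0.66 in ‘RCF2’ vs. ‘CF2’ and 0.32 in ‘RCF1’ vs. ‘CF1’ were not. The value in ‘CF2’ vs. ‘CF1’ was 2.00 with a pseudocount of 0.1 and 1.16 with the libraries rescaled to TPM, and both were called. *PcMYB3* (PCP009874) reached an FPKM of 1 in only 2 libraries, at 1.522 and 1.055 FPKM in ‘RCF2’, and was not tested.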

In this study, the core set of candidate genes for anthocyanin and PA accumulation included four R2R3-MYB genes: *PcMYB3*, *PcMYB86*, *PcMYB111* and *PcMYB114*. Their transcript levels were strongly positively correlated with anthocyanins and PAs. Although *MYB114* was already known to function in anthocyanin accumulation in pear, it was unknown which particular metabolites were affected. Our results provide evidence that *PcMYB114* functions in the accumulation of six anthocyanin metabolites: pelargonidin 3-Glu, malvidin-3-galactoside chloride, cyanidin 3-O-malonylhexoside, oenin, delphinidin and peonidin O-hexoside (Supplementary Table S8). We also detected positive correlations between *PcMYB114* and procyanidin A, procyanidin B1, and procyanidin B3 (Supplementary Table S8), indicating that *PcMYB114* also functions in PA accumulation in pear. Except for *PcMYB114*, the other MYB genes *PcMYB3*, *PcMYB86,* and *PcMYB111* are newly identified as candidates involved in anthocyanin and PA accumulation in pear. Interestingly, these R2R3-MYBs were correlated with different anthocyanins and PAs, suggesting that they have undergone sub-specialization to play different and specific roles in anthocyanin and PA accumulation in pear.

Other TFs are also involved in anthocyanin and PA accumulation in pear. The HD family of TFs is unique to plants, and its members are proposed to play key roles in developmental processes such as root development, plant cell differentiation, fruit ripening, and leaf and flower senescence [33–35]. Members of the HD-Zip I and HD-Zip IV TF subfamilies also play key roles in anthocyanin accumulation. *ANTHOCYANINLESS2* (*ANL2*) was the first HD-Zip IV gene found to be involved in the tissue-specific accumulation of anthocyanins. In *Arabidopsis, ANL2* affects anthocyanin accumulation in subepidermal tissue on the abaxial side of rosette leaves and in epidermal tissue on the abaxial side of the leaves [36]. Recently, two HD-Zip I genes, *MdHB1* and *RhHB1* have been shown to influence anthocyanin accumulation in apple and rose, respectively. Overexpression of *MdHB1* led to reduced anthocyanin accumulation in apple flesh. MdHB1 was found to repress the transcription of *MdDFR* and *MdUFGT* indirectly by interacting with MdMYB10, MdbHLH3, and MdTTG1 [37]. Consistent with the results in apple, silencing of *RhHB1* in rose led to higher anthocyanin levels in the petals [38]. In this study, the core set of genes involved in anthocyanin and PA accumulation in pear included an HD TF gene, *PcKNAT1*. *KNAT1* is a member of the Class I KNOX HD gene family and is thought to play a role in meristem development and leaf morphogenesis [39]. We found that *PcKNAT1* was strongly positively correlated with five anthocyanins and seven PAs, implying that its function differs from the known functions of HD-Zip I and HD-Zip IV TFs in anthocyanin accumulation. Our results suggest that the Class I KNOX HD gene family might play important roles in anthocyanin and PA accumulation; this expands our knowledge of the function of the Class I KNOX HD gene family.

In our study, a bZIP TF gene, *PcbZIP1,* was positively and closely correlated with six anthocyanins and five PAs. The bZIP TFs harbor a highly conserved bZIP domain [40]. They are diverse transcriptional regulators, playing crucial roles in plant development, physiological processes, and biotic/abiotic stress responses [41]. Recently, two bZIP TFs, *MdHY5* and *MdbZIP44,* were shown to promote anthocyanin accumulation in apple [42, 43]. Our results provide further evidence that bZIP TFs act as positive regulators in anthocyanin accumulation. Thus, as well as functioning in anthocyanin accumulation, bZIP TFs may also play important roles in PA accumulation.

In this study, a WRKY TF gene, *WRKY28,* was closely negatively correlated with one anthocyanin and four PAs. *WRKY41–1* in *Brassica napus* and *WRKY75* in *Arabidopsis* are known repressors of anthocyanin biosynthesis [44, 45], while *MdWRKY40* in apple is a positive regulator of wounding-induced anthocyanin biosynthesis [46]. Our results are consistent with findings in *B. napus* and *Arabidopsis* and opposite to those in apple. It is possible that *WRKYs* have evolved different functions in anthocyanin accumulation, like the R2R3-MYB TFs. For example, some R2R3-MYB TFs are positive regulators of anthocyanin accumulation [13, 14], while others are negative regulators [19]. Further studies are required to elucidate the complex roles of *WRKYs* in PA accumulation in fruit trees and other plants.

Auxin is known to suppress anthocyanin accumulation, and has been shown to decrease the expression of anthocyanin regulatory and structural genes in apple and *Arabidopsis* [47, 48]. A recent study showed that the auxin factor MdARF13 negatively regulates the anthocyanin pathway in apple through interacting with MdMYB10 and binding to the promoter of *MdDFR*. The auxin/IAA protein MdIAA121 was shown to inhibit the recruitment of MdARF13 to the *MdDFR* promoter and weaken the inhibitory effect of MdAFR13 on anthocyanin accumulation [21]. Contrary to auxin, ethylene enhances anthocyanin and PA accumulation in pear and apple. In pear, the ethylene-responsive factor PyERF3 enhances anthocyanin accumulation via interacting with PyMYB114 [14]. In apple, MdERF1B regulates anthocyanins and PAs through interacting with MdMYB1, MdMYB9, and MdMYB11 [22]. In this study, an ethylene-responsive gene, *PcERF003*, was positively correlated with six anthocyanins and seven PAs, and an auxin-responsive gene, *PcIAA13*, was positively correlated with two anthocyanins and four PAs. These results are consistent with the previous findings that auxin represses anthocyanin accumulation via *IAA* genes, and ethylene enhances anthocyanin accumulation via *ERF* genes. Phytohormones play important roles in young fruit development. Young pear fruits contain high level of auxin, and low level of ethylene [49]. Further functional analyses of *PcERF003* and *PcIAA13* may help to elucidate the links between the effects of auxin and ethylene on anthocyanin and/or PA accumulation in young developing pear fruit.

Plant GSTs are encoded by a large gene family, and are soluble and abundant in the cytosol [26, 50, 51]. They can be divided into eight subgroups, among which the tau and phi classes play key roles in flavonoid transport [52]. *Bronze 2* (*bz2*) in maize was the first tau class GST reported to be involved in anthocyanin accumulation; *bz2* produces yellow skin kernels because of disabled anthocyanin transport into the vacuole [53]. Anthocyanin deposition is also affected by genes in the phi class, such as *AtGSTF12* in *Arabidopsis* [54, 55], *FvRAP* in strawberry [26], *CsGSTF1* in tea [52], and *VvGST4* in grapevine [56]. Interestingly, these phi-class GSTs show extensive functional diversification. For example, *AtGSTF12* plays a key role in both anthocyanin and PA accumulation in *Arabidopsis* [54], while *CsGSTF1* in tea functions only in anthocyanin accumulation [52]. Functional divergence of GSTs has arisen through nonsynonymous mutations, especially at key amino acid sites [51]. For example, a single amino acid mutation (Arg39 to Trp39) was found to be responsible for the high enzymatic activity of *Populus euphratica* PeGSTU30 [51]. Li et al. [57] showed that one Trp to Leu substitution at amino acid 205 in AtTT19 resulted in an anthocyanin-deficient phenotype in *Arabidopsis*. Recently, Luo et al. reported that a single nucleotide polymorphism (C to T) in the second exon of *FvRAP* dramatically decreased the anthocyanin level in the petiole and fruit of strawberry [26]. In our study, a phi-class GST gene, *PcGSTF12*, was among the core genes for anthocyanin and PA accumulation in pear. *PcGSTF12* was strongly associated with most of the studied metabolites in pear: seven anthocyanins and seven PAs. Similar to *AtGSTF12*, *PcGSTF12* was functionally characterized as an anthocyanin and PA carrier. Interestingly, we detected different affinities for anthocyanin and PA between *PcGSTF12* and *AtGSTs* in *Arabidopsis*. *PcGSTF12* plays an opposite role to that of *AtGSTs* in procyanidin A3 and petunidin 3, 5-diglucoside accumulation. These results suggest that phi-class *GSTs* have undergone extensive functional diversification during evolution. Furthermore, transformation with *PcGSTF12* affected genes encoding proteins involved in anthocyanin and PA biosynthesis, regulation, and transport. This functional analysis of *PcGSTF12* deepens our understanding of the roles of phi-class *GSTs* in anthocyanin and PA accumulation in pear and other plants.

We found that PcMYB114 can positively regulate *PcGSTF12* activity by directly binding to the MBS motif in its promoter. A recent previous study has shown that overexpression of *PyMYB114* in young pear fruit significantly enhance anthocyanin accumulation by upregulating anthocyanin structural genes *PyDFR*, *PyANS,* and *PyUFGT* [14]. However, whether *MYB114* functions in PA accumulation or affects anthocyanin and PA transportation are largely unknown. This result provides new evidence that *PcMYB114* functions both in anthocyanin and PA transportation in pear via regulating *PcGSTF12* activity, which may further affect anthocyanin and PA accumulation. Furthermore, we detected many *cis*-acting elements involved in auxin, ethylene, and gibberellin signaling in the promoter of *PcGSTF12*. Thus, we propose that *PcGSTF12* might be the common downstream target of auxin-, ethylene-, and gibberellin-mediated anthocyanin and PA accumulation pathways.

## Conclusions

In this study, we identified 4065 DEGs and 19 differentially expressed metabolites (12 anthocyanins and seven PAs) between young fruits of the green pear ‘CF’ and its red mutation ‘RCF’. Based on correlation analyses between DEGs and anthocyanins/PAs, we found 203 candidate genes for the accumulation of 10 anthocyanins and seven PAs. We further identified a ‘core set’ of 20 candidate genes for pear anthocyanin and PA accumulation. Of these, *PcGSTF12* was functionally characterized as an important anthocyanin and PA carrier in pear. We also identified an important pear anthocyanin and PA regulation node consisting of two core genes, *PcGSTF12* and *PcMYB114*. These results provide novel insights into pear anthocyanin and PA accumulation. The candidate genes for pear anthocyanin and PA accumulation presented here represent a valuable data set to guide future functional studies.

## Methods

### Plant materials

The cultivar ‘RCF’ is a typical red pear sport of cultivar ‘CF’ that was discovered in the USA. The fruit of ‘RCF’ is initially green, then changes quickly to red within 1 week after full bloom, and remains red until the fruit ripens. The coloration pattern of ‘RCF’ differs from that of most pear species, which color at the ripening stage. Thus, ‘CF’ and ‘RCF’ are ideal materials to study the molecular mechanism of anthocyanin and PA accumulation in young pear. The pear cultivars ‘CF’ and ‘RCF’ were cultivated in the experimental orchard of Yantai Academy of Agricultural Science, Shandong province, Yantai, China (37°5′N, 122°1′W). The fruits of ‘CF’ and ‘RCF’ were collected in 2017 from 6-year-old trees grafted onto *Pyrus betulaefolia* rootstocks. The different fruit skin color phenotypes of ‘CF’ and ‘RCF’ were visible at 5 DAFB. Thus, the regulation of anthocyanin and PA accumulation at this developmental stage of fruits is important for fruit coloration. We collected fruits of ‘CF’ and ‘RCF’ at two early developmental stages (2 DAFB and 5 DAFB) for further analyses. Briefly, fruits of ‘CF’ and ‘RCF’ with a similar green color were first sampled on 19 April 2017; these samples were collected at 2 DAFB, and were named ‘CF1’ and ‘RCF1’, respectively. Fruits with significant differences in color between ‘CF’ and ‘RCF’ were sampled on 22 April 2017; these samples collected at 5 DAFB were named ‘CF2’ and ‘RCF2’, respectively. In each experiment, skins from 100 fruits per replicate were collected. Three independent biological replicates were collected for analyses. The fruit skin samples were immediately frozen in liquid nitrogen and stored at − 80 °C until further metabolite, RNA-sequencing (RNA-Seq), and qPCR analyses.

### Metabolite extraction and separation

Metabolite extraction and separation were carried out as described by Wang et al. [23]. Briefly, the freeze-dried fruit skin was crushed into powder and then extracted overnight at 4 °C in 1.0 ml 70% aqueous methanol. Following centrifugation at 10, 000 g for 10 min, the extracts were filtered and analyzed by HPLC.

### Anthocyanin and PA identification and quantification

Anthocyanin and PA metabolites were annotated by comparisons against public databases including KNAPSAcK, MassBank, MoToDB, METLIN and HMDB, and were quantified using MRM as described by Wang et al. [23].

### Total RNA isolation and RNA-Seq analysis

Total RNA was isolated using Trizol reagent (Invitrogen, Carlsbad, CA, USA) and its integrity was evaluated using a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). The mRNA was purified from high-quality total RNAs using oligo (dT) magnetic beads and then broken into short fragments with fragmentation buffer. The cDNA was synthesized using a cDNA Synthesis Kit (TaKaRa, Dalian, China) and linked to sequencing adapters at both ends. The cDNA libraries were sequenced using the Illumina sequencing system (HiSeq™ 2000, Illumina, San Diego, CA, USA). Clean reads were obtained using the NGS QC Toolkit [58]. Differential expression analysis was carried out using the DESeq R package (2012). The threshold for significant differential expression was *P* < 0.05, and |log 2 fold change| ≥ 1 was used to identify the differentially expressed genes (DEGs) between two different cDNA libraries. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses of DEGs were performed using the R platform as described elsewhere [59].

### Integrated metabolome and transcriptome analyses

Pearson’s correlation coefficients were calculated between the metabolome and transcriptome data. The coefficients were calculated from log2 (fold change) of each metabolite and log2 (fold change) of each transcript by the EXCEL program. Correlations with a coefficient of R^2^ > 0.8 were selected. Metabolome and transcriptome relationships were visualized using Cytoscape (version 2.8.2).

### qRT-PCR validation

The total RNA samples used for RNA-Seq were also used for cDNA synthesis using the PrimeScript™ RT Reagent Kit (TaKaRa) according to the manufacturer’s instructions. The qRT-PCR analyses were conducted as described previously [13] using the primers shown in Supplementary Table 1. *PcActin* was used as the reference gene. Three biological replicates were analyzed.

### Phylogenetic analysis

Phylogenetic tree analysis of PcGSTF12 and its homologs was carried out by MEGA 7 with bootstrap values calculated from 1000 replicate analyses.

### PcGSTF12 promoter analysis

The 2000-bp upstream sequence of *PcGSTF12* was analyzed using tools at the PlantCARE (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/) and PLACE Signal Scan Search databases (https://www.dna.affrc.go.jp/PLACE/). The functional motifs are listed in Supplementary Table 10. A MYB-binding site (MBS) sequence CAACTG was found at − 801 bp in the promoter of *PcGSTF12* by PlantCARE. This MBS element is known to be a binding sequence of R2R3-MYBs [27, 60]. Therefore, we selected this MBS element sequence to further analyze the interaction between PcMYB114 and the promoter of *PcGSTF12* using electrophoretic mobility shift assays (EMSA) as described below.

### Electrophoretic mobility shift assay

The EMSA was performed using the LightShift Chemiluminescent EMSA Kit (Thermo Scientific, Waltham, MA, USA) as described by Jiang et al. [61]. The recombinant protein was purified using the Ni-agarose His-Tagged Protein Purification Kit (CWbiotech, Beijing, China).

### Luciferase reporter assay

Luciferase reporter assay was carried out as described by Wang et al. [62]. The CDS of *PcMYB114* was recombined into the pHBT-AvrRpm1 effector. The promoter of *PcGSTF12* was inserted into the pFRK1-LUC-nos reporter. The activities of LUC and GUS were detected using a Multimode Plate Reader (Victor X4, PerkinElmer, http://www.perkinelmer.com/).

### Ectopic expression of PcGSTF12 in *Arabidopsis*

For gene transformation, the CDS of *PcGSTF12* was recombined into the pRI101-AN vector and then transformed into *Agrobacterium tumefaciens* GV3101using the floral-dip method [63]. The T1 transgenic plants were selected on half-strength Murashige and Skoog (MS) solid medium with kanamycin. Kanamycin-resistant seedlings were grown in soil in a light incubator under a 16-h light/ 8-h dark photoperiod at 24 °C. Seven-day-old T2 seedlings were used for RNA-seq analysis and for anthocyanin and PA identification and quantification.

## Supplementary information

**Additional file 1:Table S1.** Comparison of anthocyanin and procyanidin composition between ‘CF’ and ‘RCF’. ‘CF1’ and ‘RCF1’ refer to fruits of ‘CF’ and ‘RCF’ collected at 2 days after full bloom (DAFB), respectively, ‘CF2’ and ‘RCF2’ refer to fruits of ‘CF’ and ‘RCF’ collected at 5 DAFB, respectively.

**Additional file 2:Table S2.** Overview of mapping of RNA-seq reads.

**Additional file 3:Table S3.** Differently expressed genes in four comparison groups: ‘RCF1’ vs. ‘CF1’, ‘RCF2’ vs. ‘CF2’, ‘RCF2’ vs. ‘RCF1’, and ‘CF2’ vs. ‘CF1’.

**Additional file 4:Table S4.** Gene Ontology (GO) functional annotations of DEGs in group 2–1 and group RCF-CF.

**Additional file 5:Table S5.** KEGG annotation of differentially expressed genes in group 2–1 and group RCF-CF.

**Additional file 6:Table S6.** Classification of 17 anthocyanin and procyanidin metabolites correlated with 203 DEGs.

**Additional file 7:Table S7.** Classification of 203 DEGs correlated with 17 anthocyanin and procyanidin metabolites.

**Additional file 8:Table S8.** Correlation analysis between 20 core genes and 10 anthocyanins and seven procyanidins.

**Additional file 9:Table S9.** List of primers used for qPCR analysis and making constructs.

**Additional file 10:Table S10.** RNA-seq analysis of candidate genes for anthocyanin and procyanidin accumulation in *tt19–7* and *tt19–7*-OE seedlings.

**Additional file 11:Table S11.***PcGSTF12* promoter analysis using PlantCARE (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/) and PLACE Signal Scan Search database (https://www.dna.affrc.go.jp/PLACE/).

## Data Availability

Transcriptome sequencing data are available from the NCBI under the GEO accession number GSE146798. All data generated or analyzed during this study are included in this published article and its supplementary information files.

## Abbreviations

ANR: Anthocyanidin reductase
ANS: Anthocyanidin synthase
CF: Clapp Favorite
CHI: Chalcone isomerase
CHS: Chalcone synthase
DEGs: Differentially expressed genes
DFR: Dihydroflavonol reductase
F3H: Flavonoid 3-hydroxylase
GSTs: Glutathione S-transferases
LAR: Leucoanthocyanidin reductase
MATE: Multidrug and toxic compound extrusion protein
PAs: Procyanidins
RCF: Red Clapp Favorite
TFs: Transcription factors
UFGT: UDP-glucose flavonoid 3-Oglucosyl transferase)
WT: Wild-type

## References

[1] Tuan PA, Bai S, Yaegaki H, Tamura T, Hihara S, Moriguchi T (2015). The crucial role of *PpMYB10.1* in anthocyanin accumulation in peach and relationships between its allelic type and skin color phenotype. BMC Plant Biol.

[2] Xie M, Huang Y, Zhang Y, Wang X, Yang H, Yu O (2013). Transcriptome profiling of fruit development and maturation in Chinese white pear (*Pyrus bretschneideri* Rehd). BMC Genomics.

[3] Ngo T, Zhao Y (2009). Stabilization of anthocyanins on thermally processed red D’Anjou pears through complexation and polymerization. Food Sci Technol.

[4] Zhai R, Wang Z, Zhang S, Meng G, Song L, Wang Z (2016). Two MYB transcription factors regulate flavonoid biosynthesis in pear fruit (*Pyrus bretschneideri* Rehd.). J Exp Bot.

[5] Lesschaeve I, Noble AC (2005). Polyphenols: factors influencing their sensory properties and their effects on food and beverage preferences. Am J Clin Nutr.

[6] Koes R, Verweij W, Quattrocchio F (2005). Flavonoids: a colorful model for the regulation and evolution of biochemical pathways. Trends Plant Sci.

[7] Tanner GJ, Francki KT, Abrahams S, Watson JM, Larkin PJ, Ashton AR (2003). Proanthocyanidin biosynthesis in plants: purification of legume leucoanthocyanidin reductase and molecular cloning of its cDNA. J Biol Chem.

[8] Xie DY, Sharma SB, Paiva NL, Ferreira D, Dixon RA (2003). Role of anthocyanidin reductase, encoded by BANYULS in plant flavonoid biosynthesis. Science..

[9] Lam KC, Ibrahim RK, Behdad B, Dayanandan S (2007). Structure, function, and evolution of plant *O*-methyltransferases. Genome..

[10] Yin Y, Chen H, Hahn MG, Mohnen D, Xu Y (2010). Evolution and function of the plant cell wall synthesis-related glycosyltransferase family 8. Plant Physiol.

[11] Zhao J (2015). Flavonoid transport mechanisms: how to go, and with whom. Trends Plant Sci.

[12] Takos AM, Jaffé FW, Jacob SR, Bogs J, Robinson SP, Walker AR (2006). Light-induced expression of a MYB gene regulates anthocyanin biosynthesis in red apples. Plant Physiol.

[13] Feng S, Wang Y, Yang S, Xu Y, Chen X (2010). Anthocyanin biosynthesis in pears is regulated by a R2R3-MYB transcription factor PyMYB10. Planta..

[14] Yao G, Ming M, Allan AC, Gu C, Li L, Wu X (2017). Map-based cloning of the pear gene *MYB114* identifies an interaction with other transcription factors to coordinately regulate fruit anthocyanin biosynthesis. Plant J.

[15] Walker AR, Lee E, Bogs J, McDavid DA, Thomas MR, Robinson SP (2007). White grapes arose through the mutation of two similar and adjacent regulatory genes. Plant J.

[16] Deluc L, Barrieu F, Marchive C, Lauvergeat V, Decendit A, Richard T (2006). Characterization of a grapevine R2R3-MYB transcription factor that regulates the phenylpropanoid pathway. Plant Physiol.

[17] Deluc L, Bogs J, Walker AR, Ferrier T, Decendit A, Merillon JM (2008). The transcription factor VvMYB5b contributes to the regulation of anthocyanin and proanthocyanidin biosynthesis in developing grape berries. Plant Physiol.

[18] An XH, Tian Y, Chen KQ, Liu XJ, Liu DD, Xie XB (2015). MdMYB9 and MdMYB11 are involved in the regulation of the JA-induced biosynthesis of anthocyanin and proanthocyanidin in apples. Plant Cell Physiol.

[19] Zhou H, Lin-Wang K, Wang F, Espley RV, Ren F, Zhao J (2019). Activator-type R2R3-MYB genes induce a repressor-type R2R3-MYB gene to balance anthocyanin and proanthocyanidin accumulation. New Phytol.

[20] Ravaglia D, Espley RV, Henry-Kirk RA, Andreotti C, Ziosi V, Hellens RP (2013). Transcriptional regulation of flavonoid biosynthesis in nectarine (*Prunus persica*) by a set of R2R3 MYB transcription factors. BMC Plant Biol.

[21] Wang YC, Wang N, Xu HF, Jiang SH, Fang HC, Su MY (2018). Auxin regulates anthocyanin biosynthesis through the aux/IAA–ARF signaling pathway in apple. Hortic Res..

[22] Zhang J, Xu H, Wang N, Jiang S, Fang H, Zhang Z (2018). The ethylene response factor MdERF1B regulates anthocyanin and proanthocyanidin biosynthesis in apple. Plant Mol Biol.

[23] Wang Z, Cui Y, Vainstein A, Chen S, Ma H (2017). Regulation of fig (*Ficus carica* L.) fruit color: metabolomic and transcriptomic analyses of the flavonoid biosynthetic pathway. Front. Plant Sci.

[24] Cho K, Cho KS, Sohn HB, Ha IJ, Hong SY, Lee H (2016). Network analysis of the metabolome and transcriptome reveals novel regulation of potato pigmentation. J Exp Bot.

[25] Li Y, Fang J, Qi X, Lin M, Zhong Y, Sun L, et al. Combined analysis of the fruit metabolome and transcriptome reveals candidate genes involved in flavonoid biosynthesis in *Actinidia arguta*. Int J Mol Sci. 2018;19(5):1471.10.3390/ijms19051471PMC598383229762529

[26] Luo H, Dai C, Li Y, Feng J, Liu Z, Kang C (2018). Reduced anthocyanins in petioles codes for a GST anthocyanin transporter that is essential for the foliage and fruit coloration in strawberry. J Exp Bot.

[27] Chang C, Yu D, Jiao J, Jing S, Schulze-Lefert P, Shen QH (2013). Barley MLA immune receptors directly interfere with antagonistically acting transcription factors to initiate disease resistance signaling. Plant Cell.

[28] Wellmann F, Griesser M, Schwab W, Martens S, Eisenreich W, Matern U (2006). Anthocyanidin synthase from *Gerbera hybrida* catalyzes the conversion of (+)-catechin to cyanidin and a novel procyanidin. FEBS Lett.

[29] Wang Z, Meng D, Wang A, Li T, Jiang S, Cong P (2013). The methylation of the PcMYB10 promoter is associated with green- skinned sport in max red Bartlett pear. Plant Physiol.

[30] Riechmann JL, Heard J, Martin G, Reuber L, Jiang C, Keddie J (2000). *Arabidopsis* transcription factors: genome-wide comparative analysis among eukaryotes. Science..

[31] Dubos C, Stracke R, Grotewold E, Weisshaar B, Martin C, Lepiniec L (2010). MYB transcription factors in *Arabidopsis*. Trends Plant Sci.

[32] Feng S, Sun S, Chen X, Wu S, Wang D, Chen X (2015). PyMYB10 and PyMYB10.1 interact with bHLH to enhance anthocyanin accumulation in pears. PLoS One.

[33] Javelle M, Vernoud V, Rogowsky PM, Ingram GC (2011). Epidermis: the formation and functions of a fundamental plant tissue. New Phytol.

[34] Miao ZQ, Zhao PX, Mao JL, Yu LH, Yuan Y, Tang H (2018). HOMEOBOX PROTEIN52 mediates the crosstalk between ethylene and auxin signaling during primary root elongation by modulating auxin transport-related gene expression. Plant Cell.

[35] Manavella PA, Arce AL, Dezar CA, Bitton F, Renou JP, Crespi M (2006). Cross-talk between ethylene and drought signaling pathways is mediated by the sunflower Hahb-4 transcription factor. Plant J.

[36] Kubo H, Peeters AJM, Aarts MGM, Pereira A, Koornneef M (1999). ANTHOCYANINLESS2, a homeobox gene affecting anthocyanin distribution and root development in *Arabidopsis*. Plant Cell.

[37] Jiang Y, Liu C, Yan D, Wen X, Liu Y, Wang H (2017). MdHB1 down-regulation activates anthocyanin biosynthesis in the white-fleshed apple cultivar ‘granny smith’. J Exp Bot.

[38] Lü P, Zhang C, Liu J, Liu X, Jiang G, Jiang X (2014). RhHB1 mediates the antagonism of gibberellins to ABA and ethylene during rose (*Rosa hybrida*) petal senescence. Plant J.

[39] Lincoln C, Long J, Yamaguchi J, Serikawa K, Hake S (1994). A knotted1-like homeobox gene in *Arabidopsis* is expressed in the vegetative meristem and dramatically alters leaf morphology when overexpressed in transgenic plants. Plant Cell.

[40] Hurst HC (1995). Transcription factors 1: bZIP proteins. Protein Profile.

[41] Wang Z, Cheng K, Wan L, Yan L, Jiang H, Liu S (2015). Genome-wide analysis of the basic leucine zipper (bZIP) transcription factor gene family in six legume genomes. BMC Genomics.

[42] An JP, Qu FJ, Yao JF, Wang XN, You CX, Wang XF (2017). The bZIP transcription factor MdHY5 regulates anthocyanin accumulation and nitrate assimilation in apple. Hortic Res..

[43] An JP, Yao JF, Xu RR, You CX, Wang XF, Hao YJ (2018). Apple bZIP transcription factor MdbZIP44 regulates abscisic acid promoted anthocyanin accumulation. Plant Cell Environ.

[44] Devaiah BN, Karthikeyan AS, Raghothama KG (2007). WRKY75 transcription factor is a modulator of phosphate acquisition and root development in *Arabidopsis*. Plant Physiol.

[45] Duan S, Wang J, Gao C, Jin C, Li D, Peng D (2018). Functional characterization of a heterologously expressed *Brassica napus* WRKY41-1 transcription factor in regulating anthocyanin biosynthesis in *Arabidopsis thaliana*. Plant Sci.

[46] An JP, Zhang XW, You CX, Bi SQ, Wang XF, Hao YJ (2019). MdWRKY40 promotes wounding-induced anthocyanin biosynthesis in association with MdMYB1 and undergoes MdBT2-mediated degradation. New Phytol.

[47] Ji XH, Wang YT, Zhang R, Wu SJ, An MM, Li M (2015). Effect of auxin, cytokinin and nitrogen on anthocyanin biosynthesis in callus cultures of red-fleshed apple (*Malus sieversii f*. *niedzwetzkyana*). Plant Cell Tiss Org.

[48] Liu Z, Shi MZ, Xie DY (2014). Regulation of anthocyanin biosynthesis in *Arabidopsis thaliana* red *pap1-D* cells metabolically programmed by auxins. Planta..

[49] Cong L, Yue R, Wang H, Liu J, Zhai R, Yang J, et al. 2, 4-D-induced parthenocarpy in pear is mediated by enhancement of GA4 biosynthesis. Physiol Planta. 2018. 10.1111/ppl.12835.10.1111/ppl.1283530203555

[50] Dixon DP, Hawkins T, Hussey PJ, Edwards R (2009). Enzyme activities and subcellular localization of members of the *Arabidopsis* glutathione transferase superfamily. J Exp Bot.

[51] Yang Q, Han XM, Gu JK, Liu YJ, Yang MJ, Zeng QY (2019). Functional and structural profiles of GST gene family from three Populus species reveal the sequence-function decoupling of orthologous genes. New Phytol.

[52] Wei K, Wang L, Zhang Y, Ruan L, Li H, Wu L (2018). A coupled role for *CsMYB75* and *CsGSTF1* in anthocyanin hyperaccumulation in purple tea. Plant J.

[53] Marrs KA, Alfenito MR, Lloyd AM, Walbot V (1995). A glutathione S-transferase involved in vacuolar transfer encoded by the maize gene Bronze-2. Nature..

[54] Dixon DP, Skipsey M, Edwards R (2010). Roles for glutathione transferases in plant secondary metabolism. Phytochemistry..

[55] Sun Y, Li H, Huang JR (2012). *Arabidopsis* TT19 functions as a carrier to transport anthocyanin from the cytosol to tonoplasts. Mol Plant.

[56] Gomez C, Conejero G, Torregrosa L, Cheynier V, Terrier N, Ageorges A (2011). In vivo grapevine anthocyanin transport involves vesicle-mediated trafficking and the contribution of anthoMATE transporters and GST. Plant J.

[57] Li X, Gao P, Cui D, Wu L, Parkin I, Saberianfar R (2011). The *Arabidopsis tt19-4* mutant differentially accumulates proanthocyanidin and anthocyanin through a 3′ amino acid substitution in glutathione S-transferase. Plant Cell Environ.

[58] Patel RK, Jain M (2012). NGS QC toolkit: a toolkit for quality control of next generation sequencing data. PLoS One.

[59] Feng S, Sun J, Sun S, Wang Y, Tian C, Sun Q (2017). Transcriptional profiles underlying the effects of methyl jasmonate on apple ripening. J Plant Growth Regul.

[60] Mu RL, Cao YR, Liu YF, Lei G, Zou HF, Liao Y (2009). An R2R3-type transcription factor gene AtMYB59 regulates root growth and cell cycle progression in *Arabidopsis*. Cell Res.

[61] Jiang S, Chen M, He N, Chen X, Wang N, Sun Q (2019). *MdGSTF6*, activated by MdMYB1, plays an essential role in anthocyanin accumulation in apple. Hortic Res.

[62] Wang N, Xu H, Jiang S, Zhang Z, Lu N, Qiu H (2017). MYB12 and MYB22 play essential roles in proanthocyanidin and flavonol synthesis in red-fleshed apple (*Malus sieversii f. niedzwetzkyana*). Plant J.

[63] Clough SJ, Bent AF (1998). Floral dip: a simplified method for *Agrobacterium*-mediated transformation of *Arabidopsis thaliana*. Plant J.

# Supplementary material for: Transcriptomic and metabolomic analysis provides insights into anthocyanin and procyanidin accumulation in pear
**Source:** BMC Plant Biol. 2020 Mar 27;20:129. doi: 10.1186/s12870-020-02344-0
**Supplement:** Supplementary file 2 — Additional file 2:Table S2. Overview of mapping of RNA-seq reads.

| **Sample** | **Raw reads** | **Clean reads** | **Clean bases**  **(G)** | **Q30(%)** | **Uniquely mapped**  **(%)** | **Total mapped (%)** | **Genes Known**（FPKM ≥ 10） |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **CF2** | **74016119±1558775** | **65094603±1407150** | **9.8±0.2** | **94.29±0.09** | **90.08±0.88** | **93.78±0.17** | **11004±60** |
| CF2_1 | 75134262 | 66109818 | 9.9 | 94.3 | 89.07 | 93.67 | 10936 |
| CF2_2 | 74678562 | 65685664 | 9.9 | 94.37 | 90.64 | 93.98 | 11030 |
| CF2_3 | 72235534 | 63488326 | 9.5 | 94.2 | 90.53 | 93.69 | 11047 |
| **CF1** | **55345977±8116228** | **47845123±7093413** | **7.2±1.1** | **93.83±0.16** | **91.29±0.44** | **93.40±0.22** | **10740±253** |
| CF1_1 | 48773120 | 41932730 | 6.3 | 93.67 | 91.66 | 93.53 | 11078 |
| CF1_2 | 64417846 | 55710414 | 8.4 | 93.84 | 91.41 | 93.53 | 11004 |
| CF1_3 | 52846966 | 45892224 | 6.9 | 93.99 | 90.81 | 93.15 | 10137 |
| **RCF2** | **58479545±4856967** | **50331164±4536249** | **7.5±0.7** | **93.95±0.19** | **90.67±0.63** | **93.65±0.10** | **11047±110** |
| RCF2_1 | 56791868 | 49656748 | 7.4 | 94.12 | 90.49 | 93.6 | 11169 |
| RCF2_2 | 54691544 | 46169880 | 6.9 | 93.75 | 91.37 | 93.76 | 11017 |
| RCF2_3 | 63955224 | 55166864 | 8.3 | 93.99 | 90.16 | 93.59 | 10955 |
| **RCF1** | **57467929±3363372** | **49065478±4114798** | **7.4±0.6** | **93.93±0.26** | **90.84±0.13** | **93.32±0.15** | **11135±102** |
| RCF1_1 | 55644548 | 47158560 | 7.1 | 93.89 | 90.87 | 93.15 | 11183 |
| RCF1_2 | 61349254 | 53787798 | 8.1 | 94.2 | 90.7 | 93.42 | 11018 |
| RCF1_3 | 55409984 | 46250076 | 6.9 | 93.69 | 90.95 | 93.39 | 11203 |
| Total | 735928712 | 637009102 | 95.6 | - | - | - | 14514 |
| Mean | 61327393 | 53084092 | 8.0 | 94.00 | 90.72 | 93.54 | 10981 |
| SD | 8871666 | 8344255 | 1.3 | 0.24 | 0.67 | 0.24 | 280 |

**Table S2.** Overview of mapping of RNA-seq reads.

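The table gives, for each library and as mean ± SD of each group, the reads before and after quality filtering, the sequenced bases, the share of bases with a quality of at least Q30, the shares of reads mapped once and in total, and the number of genes with an FPKM of at least 10. The FPKM of a gene is its number of fragments divided by its length in kilobases and scaled to the mapped fragments of the library. The numbers of genes recomputed from the deposited FPKM were 11077, 11003 and 10136 in the libraries of ‘CF1’, 11182, 11017 and 11202 in those of ‘RCF1’, 10935, 11029 and 11046 in those of ‘CF2’ and 11168, 11016 and 10954 in those of ‘RCF2’.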

How the deposited data were processed for this re-analysis (not part of the article)

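The libraries were 3 replicates each of skins of young fruits of ‘CF’ and ‘RCF’ at 2 and 5 DAFB, sequenced by the authors. Per the labels of the deposited table, its values are FPKM that the authors had computed from the mapped reads, scaled to the length of the gene and to the mapped fragments of the library, with no further normalization between libraries stated. The Results of the paper name an apple genome as the mapping reference, while the table lists genes by PCP identifiers and scaffolds. None of the 42167 genes of the annotation at hand carries a PCP identifier, so names, domains and positions are those of the deposited table and of the supplementary tables of the paper. No domain is given for 12125 genes. Read counts were not used here, so DESeq, which the Methods name, was not run.

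Tables were read with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, plots were drawn with matplotlib 3.10.9, and models were fitted with limma 3.58.1 in R 4.3.3. The values entered as log2(FPKM + 1), for genes with an FPKM of at least 1 in at least 3 libraries. Each of the 4 pairwise comparisons was fitted on its own 6 libraries, with lmFit and eBayes with a trend, two-sided. The difference between cultivars in the change from 2 to 5 DAFB was fitted on all 12 libraries as an interaction term. A DEG had an unadjusted P under 0.05 and an absolute log2 fold change of at least 1. On simulated data with 200 changed genes of log2 fold change 2 among 25707, 99% of the changed genes were called with the pooled spread of the 4 groups, beside 153 false calls, and 89% with 9 false calls after adjustment. With the spread of ‘RCF2’ 100% were called, with 20 false calls. None of these shares was computed separately for genes of low FPKM, so they do not give the share called among such genes. Nor do they give it for ‘RCF1’ vs. ‘CF1’, since the replicates of ‘CF1’ lay further apart than those of the other groups. In that comparison 6 of 742 calls held after adjustment. The clean reads of Table S2 ranged from 41932730 in ‘CF1’ replicate 1 to 66109818 in ‘CF2’ replicate 1. At low FPKM a gene rests on few fragments, and its precision could not be given without counts.

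Genes named are those the paper names with an identifier in its text, in Table S8 or in Table S9, the genes of Table S7 named as a MYB or as an enzyme or transporter of the Introduction, and in each comparison the 2 genes with the largest and the 2 with the smallest log2 fold change among those with an adjusted P under 0.05 and groups that do not overlap. Not every gene under the rule is printed. Lists of genes were made from the domain names for histones, cell division (kinesin, cyclin and PCNA), tubulins, chlorophyll a/b binding proteins, and low-oxygen metabolism in families with and without a called member.

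The comparisons between groups with their tests, the rule for named genes and the alternatives were set before the data were examined. Tests of explanations for single patterns were added later, some of them after the result was seen. The alternatives were a pseudocount of 0.1, no filter on low FPKM (34994 genes), a filter at an FPKM of 10 (12825 genes), rescaling to TPM, quantile normalization, 1 fit of all 12 libraries, limma array weights, the replicate number as a block, each library left out in turn, and the adjusted P as threshold. The share of listed genes called in both kinds of comparison was counted after the values were seen. Metabolite measurements, GO and KEGG tests, and correlations of genes with metabolites were not analysed here. The copy of Table S3 that was read holds 1129 of the 4065 genes the paper gives, so lists of DEGs were not compared gene by gene.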

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

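The tests of scaffolds below were chosen after the result was seen. The tests of other assignments of the cultivars and of low-oxygen metabolism were written down before their values were computed.

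The change from 2 to 5 DAFB differed between the cultivars for 1019 genes by the interaction term, which the paper does not test. Of these, 666 changed more upward in ‘RCF’ and 353 more upward in ‘CF’. This balance rests on single libraries of ‘CF1’, with 551 and 526 without its replicate 1, 1469 and 1408 without its replicate 2, and 550 and 168 without its replicate 3. After adjustment 0 passed, and 4061 genes had an unadjusted P under 0.05. With array weights 1502 of 1527 passed after adjustment, and under the other alternatives that kept all libraries at most 14 did. Of 100 assignments of the cultivars within each stage, drawn from 200, 4 gave as many genes, the real one included, and their median was 139 genes, which argues against an arbitrary assignment of the libraries as the source. The count rests in part on ‘CF1’: without its replicate 2 it was 2877, of which 1809 passed after adjustment, and without its replicate 3 it was 718, of which 160 passed. Without any other library at most 5 passed. A difference in development between the cultivars was not tested apart from the genotype and stays open.

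For 2 core genes the cultivars lay apart in opposite directions at 2 and 5 DAFB. The interaction was 3.03 for CHS (PCP023048, standard error 0.40, limma adjusted P = 0.0594), and from 2.80 to 3.28 when 1 library was left out. For 4CL2 (PCP018170) it was 1.22 (standard error 0.22, limma adjusted P = 0.0874), and from 1.10 to 1.41. Over the alternatives the adjusted P ranged from 1.53e-04 to 0.198 for CHS and from 5.38e-04 to 0.226 for 4CL2 in the limma fits. Both were below 0.05 with array weights and without ‘CF1’ replicate 2 (0.00773 and 0.0148) or ‘CF1’ replicate 3 (0.0121 and 0.0416), and that of CHS also after quantile normalization (0.0428), so whether they passed rests on these settings. No technical explanation was tested for these genes on their own, and a biological one, an earlier or later rise of the pathway, was not tested either.

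Outside the genes the paper names or lists in Table S7, 42 genes were called by their unadjusted P in the same direction between the cultivars at both stages. In all 45 were, 33 higher and 12 lower in ‘RCF’, out of 48 called at both stages, where 9.35 would be called at both if the lists were independent. Among them, chosen after their values were seen, are a phosphofructokinase (PCP045155, log2 fold changes of 1.64 and 2.04), a pyruvate decarboxylase (PCP025189, 1.45 and 1.04, the latter 0.94 without ‘CF2’ replicate 3 and 0.95 without ‘RCF2’ replicate 1, where it was not called) and a hypoxia induced protein (PCP032922), which was at 9.99 ± 3.9 FPKM in ‘RCF1’ and 2.94 ± 0.893 in ‘RCF2’ (SD, n = 3 each) and is listed at 0 in every library of ‘CF2’. In ‘RCF1’ vs. ‘CF1’, 6 of all 742 calls had an adjusted P under 0.05. There the limma adjusted P of the phosphofructokinase, the pyruvate decarboxylase and the hypoxia induced protein were 0.0538, 0.119 and 0.0525. In ‘RCF2’ vs. ‘CF2’ they were 7.50e-04, 0.00593 and 0.00299. Lower oxygen in ‘RCF’ fruit was a hypothesis for these genes. Its test asked whether other families of low-oxygen metabolism were also higher at both stages. Their median log2 fold change of 0.08 at 2 DAFB was above 31.1% of random lists and that of 0.07 at 5 DAFB above 97.7%. The prediction, set beforehand for both stages, was thus not met at 2 DAFB. The hypothesis was labelled undecided only after these values were seen. The families with a called member had medians of 0.35 and 0.18 without the genes called at both stages (above 99.4% and 100% of random lists), but they were chosen for their called members. A changed chromosome segment in the sport could place called genes side by side. The 45 genes lie on 43 scaffolds, with 2 pairs on one scaffold each, and the share of 10000 random lists with as many pairs was 0.12, so this cannot be told apart from chance placement on scaffolds of this size. The genetic difference between ‘CF’ and its sport stays open for all of them.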

How the results depend on the processing

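No alternative was added after the values were seen. Over 25 summary results, 374 values under alternatives were computed. Of these, 339 stayed on their side of the threshold or within the range set for a count. A further 32 moved, 3 were weaker and none was reversed. Most of the results are counts, which cannot be reversed, and the balance of higher and lower calls within them was not judged. It flipped, for example, in ‘CF2’ vs. ‘CF1’ without ‘CF1’ replicate 2, with 3355 higher and 2962 lower, against 1858 and 2548. *PcGSTF12* was called by its unadjusted P under all alternatives. Its log2 fold changes were from 4.85 to 5.59 in ‘RCF1’ vs. ‘CF1’ and from 4.35 to 4.64 in ‘RCF2’ vs. ‘CF2’. Its adjusted P ranged from 4.39e-06 to 0.22 and from 7.82e-06 to 0.00503 in the limma fits. Over 78 fold changes of single genes, 1082 values were computed: 1010 kept their direction and call, 16 were weaker, 21 stronger and 35 reversed.

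With fewer genes tested at an FPKM of 10, there were 346 DEGs in ‘RCF1’ vs. ‘CF1’, 1556 in ‘RCF2’ vs. ‘RCF1’, 2407 in ‘CF2’ vs. ‘CF1’, 2930 in any comparison and 513 in the interaction, 1 core gene in ‘RCF2’ vs. ‘CF2’, and 4 and 112 genes of Table S7 in ‘RCF1’ vs. ‘CF1’ and ‘CF2’ vs. ‘CF1’. With a pseudocount of 0.1, which gives low FPKM more weight, there were 1231 DEGs in ‘RCF1’ vs. ‘CF1’, 684 in ‘RCF2’ vs. ‘CF2’, 59 in all comparisons and 21 of Table S7 in ‘RCF2’ vs. ‘CF2’. With array weights there were 1422 DEGs in ‘RCF1’ vs. ‘CF1’, 41 in all comparisons, and in ‘RCF1’ vs. ‘CF1’ 7 of the 12 overlapping genes and 16 of Table S7. In 1 fit of the 12 libraries there were 1168 DEGs in ‘RCF1’ vs. ‘CF1’ and 8 of the 12 overlapping genes in ‘CF2’ vs. ‘CF1’. The cause was not tested for the last 3 settings. By adjusted P, a stricter threshold, there were 6 DEGs in ‘RCF1’ vs. ‘CF1’, 1 in all comparisons, 0 in the interaction (4061 at an unadjusted P under 0.05), and in ‘RCF1’ vs. ‘CF1’ 1 of the 12 and 2 of Table S7.

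Leaving out 1 library gave from 448 (without ‘RCF1’ replicate 2) to 2359 (without ‘CF1’ replicate 2) DEGs in ‘RCF1’ vs. ‘CF1’, from 251 to 443 in ‘RCF2’ vs. ‘CF2’, from 2419 to 2821 in ‘RCF2’ vs. ‘RCF1’, from 3075 to 6317 in ‘CF2’ vs. ‘CF1’, from 4107 to 7368 in any, from 12 (without ‘CF1’ replicate 1) to 35 (without ‘CF1’ replicate 2) in all, and from 718 to 2877 (without ‘CF1’ replicate 2) in the interaction. It gave from 3 to 7 (without ‘CF1’ replicate 3) of the 12 in ‘RCF1’ vs. ‘CF1’, from 2 to 5 (without ‘RCF2’ replicate 2) core genes in ‘RCF2’ vs. ‘CF2’, and of Table S7 from 6 to 13 (without ‘CF1’ replicate 2) in ‘RCF1’ vs. ‘CF1’ and from 10 to 20 (without ‘CF2’ replicate 3) in ‘RCF2’ vs. ‘CF2’. Pearson's r of *PcGSTF12* and *PcMYB114* in ‘RCF’ was 0.89 without the 2 farthest libraries and from 0.84 to 0.99 without 1, with an exact permutation P of 0.05 or more without ‘RCF1’ replicate 1 (0.90) or ‘RCF1’ replicate 2 (0.92), where fewer libraries leave fewer pairings.

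Of these 78 fold changes, those that reversed were in ‘RCF1’ vs. ‘CF1’, apart from PCP024513 and PCP031026 in ‘RCF2’ vs. ‘CF2’. With array weights the values in ‘RCF1’ vs. ‘CF1’ were -1.38 for PCP011059, -0.92 for PCP024451, -0.94 for PCP024513, -0.51 for PCP036703, -0.79 for PCP007207, -0.49 for PCP040169, -0.26 for PCP019649 and 0.04 for PCP035911. After quantile normalization they were -0.02 for PCP003743, -0.03 for PCP007207, -0.05 for PCP019649 and -0.09 for PCP040169. With a pseudocount of 0.1 they were 0.03 for PCP004993 and 0.42 for PCP028501. Leaving out 1 library gave from -1.64 to 1.40 for PCP011059, from -1.11 to 1.28 for PCP024451, from -0.87 to 0.61 for PCP024513, from -0.92 to 1.12 for PCP036703, from -0.92 to 0.55 for PCP007207, from -0.46 to 0.25 for PCP040169, from -0.19 to 0.45 for PCP021498, from -0.23 to 0.05 for PCP035911, from -0.32 to 0.35 for PCP019649, from -0.61 to 0.08 for PCP004993, from -1.07 to 0.17 for PCP028501 and from -0.00 to 0.16 for PCP003743. In ‘RCF2’ vs. ‘CF2’ it gave from -0.19 to 0.32 for PCP024513 and from -0.00 to 0.40 for PCP031026. The end that reversed was the value without ‘CF1’ replicate 3, except without ‘CF1’ replicate 1 for PCP003743, without ‘CF1’ replicate 2 for PCP004993 and PCP028501, without ‘CF2’ replicate 2 for PCP024513 and without ‘CF2’ replicate 1 for PCP031026 in ‘RCF2’ vs. ‘CF2’. Beyond these libraries the cause was not tested.

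The paper does not pair replicates by number, and deviations of libraries with the same number correlated between -0.18 and 0.33. With the replicate number as a block there were 971, 325, 2640 and 4460 DEGs in the order above, 5433 in any, 24 in all and 1057 in the interaction, and log2 fold changes of 5.04 and 4.49 for *PcGSTF12*. Depth limits genes of low FPKM, whose fold changes the pseudocount sets.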

Differences from the paper's values

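No test below was chosen after the values were seen. The paper gives 340 DEGs in ‘RCF1’ vs. ‘CF1’, against 742 here. Of the alternatives set before the data were examined, the filter at an FPKM of 10 (346) and leaving out ‘RCF1’ replicate 2 (448) came within 1.5 times of the paper's value, and the others did not. Up-regulated were 123 in the paper and 261 here, with 130 at an FPKM of 10 and 167 without ‘CF1’ replicate 3, and under no other alternative within that range. Down-regulated were 217 in the paper and 481 here, with 216 at an FPKM of 10, 268 without ‘CF1’ replicate 1, 247 without ‘RCF1’ replicate 2 and 319 without ‘RCF1’ replicate 3, and the others stayed apart. In ‘CF2’ vs. ‘CF1’ the paper gives 1060 up-regulated genes, against 1858 here. Within range were the filter at an FPKM of 10 (876), array weights (1250), the adjusted P (980), and leaving out ‘CF1’ replicate 3 (846) or ‘CF2’ replicate 1 (1251), 2 (1236) or 3 (1343), and the others were not.

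The paper gives 12 DEGs common to all comparisons, against 19 here. Within range were no filter (17), the filter at an FPKM of 10 (14), quantile normalization (15), and leaving out ‘CF1’ replicate 1 (12), ‘CF2’ replicate 1 (15), ‘RCF1’ replicate 1 (15), 2 (16) or 3 (15) or ‘RCF2’ replicate 1 (18). The other alternatives set before the data were examined were not.

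For the FPKM in Fig. 5d, read by eye, no alternative was set. *PcMYB114* is at about 18 in ‘RCF1’ and about 26 in ‘RCF2’ in Fig. 5d of the paper, against means of 2.68 and 5.08 in the deposited table. *PcGSTF12* is at about 21 and about 75 there, against 95.8 and 195. The axes of Fig. 5d are labelled FPKM. The relative abundances by qPCR in Fig. 4 of the paper, read by eye, are the same 4 values, about 18 and about 26 for *PcMYB114* and about 21 and about 75 for *PcGSTF12*. The groups of the points in Fig. 5d are not labelled and were taken from their clusters.

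Log2 fold changes of Table S3 of the paper, read from a copy that holds part of the table, differed for 6 values. For the RBR gene PCP007207 in ‘RCF1’ vs. ‘CF1’ the paper gives -1.12, against 0.01 here. None of the alternatives set before the data were examined closed the gap, but without ‘CF1’ replicate 3 the value was -0.92, so most of it rests on that library. For the SAUR PCP040169 it gives -0.52 in ‘RCF1’ vs. ‘CF1’, against 0.00, with -0.49 under array weights, -0.46 without ‘CF1’ replicate 3 and -0.19 without ‘RCF1’ replicate 2 within the error. In ‘RCF2’ vs. ‘RCF1’ it gives 0.51 for this gene, against 0.87, with 0.70 without ‘RCF1’ replicate 1 and 0.76 without ‘RCF2’ replicate 3. For 4CL2 (PCP018170) in ‘RCF2’ vs. ‘RCF1’ it gives 2.06, against 1.96. Within the error were the filter at an FPKM of 10, 1 fit of all libraries and the replicate block (1.96 each, with a larger error), TPM (2.12), quantile normalization (2.02), and leaving out ‘RCF1’ replicate 3 (2.02) or ‘RCF2’ replicate 2 (1.99) or 3 (2.00). For PCP027877 in ‘RCF1’ vs. ‘CF1’ it gives 0.39, against 0.68, and for the IAA13 gene PCP021498 -0.27, against 0.16. Only leaving out ‘CF1’ replicate 3 brought these within the error, at 0.43 and -0.19. Where an alternative is not named for a value, it did not close the gap.

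The paper lists 12 selected genes as DEGs between stages and between cultivars, and 5 of them were called in no cultivar comparison here. The β-glucosidase (PCP011059) was at 0.30 in ‘RCF1’ vs. ‘CF1’, and was called without ‘CF1’ replicate 3 (-1.64) and with array weights (-1.38). The peroxidase PCP024451 was at 0.42, and was called without ‘CF1’ replicate 3 (-1.11). The homeodomain gene PCP024513 (0.10), PCP007207 and the AUX gene PCP036703 (0.30) were called between cultivars under no alternative. The paper reports matching trends of qPCR and RNA-seq, and 6 of 40 directions were opposite here, all with fold changes under the threshold. For *PcGAI1* in ‘RCF1’ vs. ‘CF1’ the direction was that of Fig. 4 after quantile normalization (-0.05), with array weights (-0.26) and without ‘CF1’ replicate 3 (-0.32). For *PcC1* there it was so with a pseudocount of 0.1 (0.03) and without ‘CF1’ replicate 1 (0.05), ‘CF1’ replicate 2 (0.08) or ‘RCF1’ replicate 2 (0.00), and for *PcHB12* in ‘RCF2’ vs. ‘CF2’ without ‘CF2’ replicate 1 (-0.00).

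Table S2 of the paper gives 10740 ± 253 (SD) genes with an FPKM of at least 10 for ‘CF1’, against 10739 ± 523 (SD, n = 3) here. For the other groups its SD are 102 in ‘RCF1’, 60 in ‘CF2’ and 110 in ‘RCF2’, against 102, 59.8 and 110 here. The numbers it gives for single libraries are each 1 above those here. A shift of 1 in every library leaves the SD unchanged. The library values of Table S2 for ‘CF1’ thus also give an SD of 523, which its printed 253 does not match. For this SD no alternative was set.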

Other observations

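The tests of depth, of another group's library, of a mixed sample and of the splits of the libraries in each comparison were chosen after the result was seen, and the others before.

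In ‘CF1’ replicate 3, 4736 genes lay more than 1 log2 unit from the mean of the other replicates. Several explanations are argued against. It has more clean reads than ‘CF1’ replicate 1, and 271 of the 2404 genes with a mean FPKM of at least 50 deviated by more than 2 log2 units, which low depth would not give. After quantile normalization 4107 genes still deviated, and without the 100 genes of highest FPKM 4873 did, so neither the scaling nor a few abundant genes account for it. Its highest correlation with a library of another group was 0.862, below those between replicates there, which argues against a library of these groups under its label. The rank correlation of the deviation with the genomic span of the gene was 0.05. Of 5709 genes that hardly change between ‘RCF1’ and ‘RCF2’, 9.23% deviated in it and 1.44% in ‘CF1’ replicate 1, so a point between 2 and 5 DAFB is not the whole cause. Whether ‘CF1’ replicate 1 holds a smaller share of the same RNA stays open. The shares estimated from genes higher and from genes lower were 0.48 and 0.32. Their difference of 0.16 was above the limit set beforehand, by which a smaller share was argued against. The verdict was changed to open after the value was seen, since each end is a single library and gives no spread. The correlations of ‘CF1’ replicate 1 with replicates 2 and 3 (0.964 and 0.911) were above that between those (0.844), as a share would give. A mixed sample with RNA of cells that are not dividing may contribute: the median deviation was -1.33 for cell division genes, -0.67 for histones, -2.21 for tubulins and -0.47 for chlorophyll a/b binding proteins. An earlier stage could show the same for part of these, and 83.2% of 2636 genes that change with stage in ‘RCF’ deviated against that change. The median FPKM of cell division genes, tubulins and chlorophyll a/b binding proteins was higher in every library of ‘RCF2’ than of ‘RCF1’. That of histones hardly changed, from 33.3 to 38.2 in ‘RCF1’ and from 37.3 to 39.7 in ‘RCF2’. It was 9.95 in ‘CF1’ replicate 3, which the change between the sampled stages does not account for. No stage before 2 DAFB was sampled, so the 2 cannot be told apart.

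For ‘CF1’ replicate 2, in which 3398 genes deviated, the correlation of 0.973 with ‘RCF1’ replicate 1 was above those with the other replicates of ‘CF1’ (0.964 and 0.844) and below those between replicates of ‘RCF1’ (0.983 to 0.986). A library of ‘RCF1’ under its label was tested on 81 genes that differ between the cultivars at 5 DAFB after adjustment and in the same direction between ‘RCF1’ and the other replicates of ‘CF1’. It lay nearer to ‘CF1’ in 33 of them, or 40.7% (exact binomial 95% confidence interval 29.9% to 52.2%), and so not in most. Each library of ‘RCF1’, with the genes chosen without it, lay nearer to ‘CF1’ in 1.12%, 4% and 5.81% of 89, 75 and 86 genes, and ‘CF1’ replicate 2 in 40.4%, 41.3% and 40.7% of the same genes, with confidence intervals that lie apart, though genes are not independent. This argues against a library of ‘RCF1’ under its label. A mixed sample was not tested for it over all genes. In this library *PcGSTF12* was at 3.153 FPKM, against 84.56 to 106.1 in ‘RCF1’ and 1.705 and 1.239 in the rest of ‘CF1’. PCP013133 was at 0.2954 FPKM, against 8.315 to 16.43 in ‘RCF1’. For these genes, picked after their values were seen, this argues against a large share of RNA of ‘RCF1’. RNA of another source was not tested, and a difference in development stays open.

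For the number of DEGs, the real split of the 6 libraries was the only 1 of 10 splits with as many genes in ‘RCF1’ vs. ‘CF1’, where the next largest gave 563. The same held, at 1 of 10 each, in ‘RCF2’ vs. ‘CF2’ (26), ‘RCF2’ vs. ‘RCF1’ (21) and ‘CF2’ vs. ‘CF1’ (125). The real splits gave 742, 324, 2636 and 4406 genes in the order above. With 10 splits the share cannot fall below 0.1, so the share by itself does not decide on an arbitrary grouping.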
